# Time-series transcriptomic screening of factors contributing to the cross-tolerance to UV radiation and anhydrobiosis in tardigrades

**DOI:** 10.1186/s12864-022-08642-1

**Published:** 2022-05-28

**Authors:** Yuki Yoshida, Tadashi Satoh, Chise Ota, Sae Tanaka, Daiki D. Horikawa, Masaru Tomita, Koichi Kato, Kazuharu Arakawa

**Keywords:** Tardigrade, Anhydrobiosis, Ultraviolet C, Antioxidative stress

## Abstract

**Background:**

Tardigrades are microscopic animals that are capable of tolerating extreme environments by entering a desiccated state of suspended animation known as anhydrobiosis. While antioxidative stress proteins, antiapoptotic pathways and tardigrade-specific intrinsically disordered proteins have been implicated in the anhydrobiotic machinery, conservation of these mechanisms is not universal within the phylum Tardigrada, suggesting the existence of overlooked components.

**Results:**

Here, we show that a novel Mn-dependent peroxidase is an important factor in tardigrade anhydrobiosis. Through time-series transcriptome analysis of *Ramazzottius varieornatus* specimens exposed to ultraviolet light and comparison with anhydrobiosis entry, we first identified several novel gene families without similarity to existing sequences that are induced rapidly after stress exposure. Among these, a single gene family with multiple orthologs that is highly conserved within the phylum Tardigrada and enhances oxidative stress tolerance when expressed in human cells was identified. Crystallographic study of this protein suggested Zn or Mn binding at the active site, and we further confirmed that this protein has Mn-dependent peroxidase activity in vitro.

**Conclusions:**

Our results demonstrated novel mechanisms for coping with oxidative stress that may be a fundamental mechanism of anhydrobiosis in tardigrades. Furthermore, localization of these sets of proteins mainly in the Golgi apparatus suggests an indispensable role of the Golgi stress response in desiccation tolerance.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-022-08642-1.

## Background

Tardigrades are microscopic animals that are renowned for the ability of terrestrial species to enter a state of suspended animation known as cryptobiosis [1], or more particularly, anhydrobiosis (life without water), which is cryptobiosis upon almost complete desiccation. Tardigrades can withstand extreme conditions in this dormant state (several in the active state as well), including extreme temperature, pressure, high doses of ionizing radiation and exposure to the vacuum of space [2–8], yet they quickly resume life within the hour upon rehydration. Anhydrobiosis has been acquired in multiple lineages encompassing all kingdoms of life, but tardigrades are unique in multi-cellular animals that terrestrial and limno-terrestrial species can enter anhydrobiosis [9], and that the anhydrobiosis in tardigrades generally does not rely on trehalose [10–12]. The molecular machinery of tardigrade anhydrobiosis is beginning to be uncovered due to the availability of genomic resources [11, 13–22]. Tardigrades employ both elements highly conserved within eukaryotes and lineage-specific elements for anhydrobiosis. The above genome and transcriptome analyses suggested common adaptations of highly conserved anhydrobiosis genes such as anti-oxidative stress proteins (superoxide dismutase, glutathione, thioredoxin, and catalase), chaperones (heat shock proteins), DNA repair enzymes (RAD51), etc. [23–27], and has also led to the identification of several tardigrade-specific genes encoding for proteins such as CAHS, SAHS, MAHS, LEAM, and Dsup, that have been suggested to play critical roles in cellular protection upon anhydrobiosis [14, 28–32]. Notably, Dsup is a nucleus-localizing DNA-binding protein that is reported to protect DNA molecules from hydroxyl radicals, where the induction of this single protein in mammalian cells and plants can increase its radiation tolerance [14, 33–35]. However, these proteins have been acquired after the divergence of the class Eutardigrada (as they are not present in the other class, Heterotardigrada) [15, 16], thus the necessary and sufficient set of genes and pathways enabling anhydrobiosis remains elusive. These observations led to the hypothesis that a tardigrade-specific, but conserved widely in Tardigrada, anhydrobiosis protein family may exist.

Of the many adverse extremes tardigrades can tolerate in anhydrobiosis, radiation is unique in that tardigrades can tolerate it in both the active hydrated state and the inactive desiccated state [36, 37], suggesting the existence of efficient repair pathways in addition to the protective mechanisms identified thus far. Tolerance to radiation in tardigrades is a cross-tolerance of anhydrobiosis [38], and the overlapping pathway is presumably the defense against reactive oxygen species (ROS) that mediates protein oxidation and DNA damage [39, 40]. To this end, we employed ultraviolet C (UVC), a low-level energy stressor that causes oxidative stress, to screen for tardigrade-unique components for ROS defense in *Ramazzottius varieornatus* Bertolani & Kinchin, 1993. Tardigrades are capable of tolerating approximately 1,000-fold higher dosages of ultraviolet B (UVB) and UVC than human cell lines [6, 41].

## Results

### Cellular responses against UVC exposure and comparison with desiccation entry

Previous studies have observed that *R. varieornatus* exposed to 2.5 kJ/m^2^ UVC showed a prolonged decrease in the movement for approximately 1 day [6], which presumably is the critical period for the ROS response. We first validated this observation on a finer time scale, where individuals who were exposed to 2.5 kJ/m^2^ showed significantly lower movements from 2–9 h after exposure (Fig. 1a). This suggests that cellular repair may be occurring during this period, relatively consistent with our previous studies analyzing the expression of the photorepair gene *phrA*. However, the duration of cellular repair and the extent of regulation remains to be unknown, thus we conducted transcriptome profiling from 0–12 h and 0–72 h to screen for genes induced in this period (Table S1). 

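Whole R. varieornatus, a tardigrade that survives the loss of nearly all its water (anhydrobiosis), was sampled in 2 time courses after exposure to 2.5 kJ/m2 of UVC, and polyadenylated RNA was sequenced. The Short time course had samples at 1, 2, 3, 4, 5, 6, 9 and 12 h after exposure, and the Long time course at 12, 18, 24, 36, 48 and 72 h. The methods list the same Long time points apart from 18 h, which the sample labels give. Each time course had its own non-exposed group, collected at 0 h only. Each of the 16 groups had 3 libraries, each made from 30 animals and chosen by the RNA integrity number, which gave 27 Short and 21 Long libraries. The paper gives the exposure as 452 s at 0.554 mW/cm2 for Short and 438 s at 0.57 mW/cm2 for Long, and the sample labels give 0.54 mW/cm2. Animals of the Long time course were fed Chlorella at 12 h. A change against the 0 h animals therefore cannot be told apart from an effect of time in culture. At later Long time points it cannot be told apart from feeding either. The authors quantified the reads with kallisto and deposited TPM, the abundance of a transcript relative to its library, for 14532 predicted transcripts in each of the 48 libraries. Replicates were not pooled. TPM keeps no depth, so the depth is taken from Table S1, whose numbers are the paper's. By that table between 2639481 and 20936668 reads were mapped per Short library (median 7286606), and between 2873873 and 18853603 per Long library (median 6706423). The 3 Long non-exposed libraries, with 2873873 to 3718708 mapped reads, were among the shallowest. The paper's own DEGs come from read counts on coding sequences tested with DESeq2, and those counts are not used here.

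From the TPM values, log2(TPM + 1) was tested with limma for each exposed time point against the non-exposed libraries of its time course. All groups of a time course were in the fit and shared 1 estimate of the spread. The test covered the 12088 transcripts with a mean TPM of at least 1 over the 48 libraries. A DEG had an adjusted p under 0.05, by Benjamini-Hochberg adjustment within the time point, and an absolute log2 fold change over 1. A fold change on this scale understates the change of transcripts with low TPM. The groups, the test, the thresholds and the alternatives were chosen before the data were examined, apart from the array weights, the gene sums, and the equal weighting of groups when a library is left out of the correlations, which were chosen after seeing the values. With 3 libraries against 3, an exact permutation test of a single transcript cannot give a p under 0.1. Where transcripts at an unadjusted p under 0.05 are counted, a share of 0.05 is expected without any change. Over several time points more are expected.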

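For each pair of adjacent time points, the Spearman correlation between libraries was computed across the 12088 transcripts. The mean over the 9 pairs of libraries from different time points was compared with the mean over the 6 pairs from the same time point. From 3 to 4 h in the Short time course, the correlation was 0.849 between the time points and 0.863 within them, a drop of 0.0145. The drop at this step ranked 2 of the 8 Short steps, after the drop of 0.0170 from non-exposed animals to 1 h. From 24 to 36 h in the Long time course, the correlation was 0.809 between the time points and 0.835 within them, a drop of 0.0255. This was the largest of the 6 Long steps, followed by 0.0229 from non-exposed animals to 12 h. An exact permutation test over the 10 splits of the 6 libraries gave a one-sided p of 0.1 for each of these 4 steps, which is the smallest p the design allows. The alternative that moved the rank most was to leave out 1 library. When the mean within time points was weighted by pairs of libraries, the 3 to 4 h step then ranked between 1 and 8, and 7 or 8 without any 1 of the 3 h libraries, and the 24 to 36 h step between 1 and 6, and 5 or 6 without any 1 of the 36 h libraries. With both time points weighted equally, a weighting chosen after those values had been seen, the 3 to 4 h step ranked between 1 and 5, the lowest rank being without Short 4 h replicate 3. The 24 to 36 h step ranked 2 without Long 12 h replicate 2, Long 24 h replicate 2, Long 36 h replicate 2 or Long 48 h replicate 3, and 1 without each other Long library. The 48 libraries were also clustered by the Ward method on 1 minus the Spearman correlation, and the tree was cut into 2 to 8 clusters; what each cluster holds was tallied after the values had been seen. With 6, 7 or 8 clusters, 10 of the 12 Short libraries from non-exposed to 3 h formed a cluster with no other library, and Short 2 h replicate 2 and Short 3 h replicate 3 lay outside it. With 2 to 5 clusters, the 12 shared a cluster with 13 of the 15 later Short libraries. That cluster also held 16 Long libraries with 2 or 3 clusters and 7 with 4 or 5. With 2 clusters, the other cluster held all 3 Long non-exposed libraries, Long 12 h replicate 2 and Long 24 h replicate 1. It also held Short 4 h replicate 3 and Short 5 h replicate 2. Its libraries listed between 163 and 792 of the 7238 abundant transcripts (mean TPM of at least 20) at 0. In the larger cluster the highest number was 203. With 4 to 8 clusters, all 9 Long libraries from 36 to 72 h formed a cluster with no other library. With 2 or 3 they shared a cluster with 7 of the 12 earlier Long libraries and 25 Short libraries. With 6 clusters and each of the 48 libraries left out in turn, the cluster with most of the Short libraries up to 3 h held no other library in 35 cases, and up to 8 later Short libraries in the rest. With 4 clusters, all remaining Long libraries from 36 to 72 h formed a cluster with no other library in 44 of the 48 cases.

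**Figure D1:**
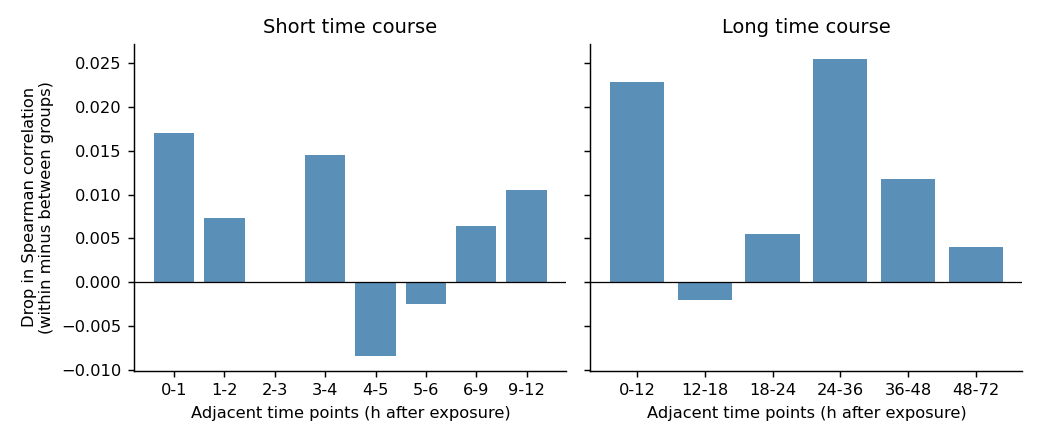
Drop in the mean Spearman correlation across transcripts, within time points minus between them, for each pair of adjacent time points of the Short (left) and Long (right) time courses; 0 h stands for the non-exposed animals. The largest drops are 0.0170 from 0 to 1 h in Short and 0.0255 from 24 to 36 h in Long.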

Initial clustering of expression values using Spearman correlation indicated that the transcriptome profiles drastically shifted between 3–4- and 24–36-h post-exposure (Additional file 1: Figure S1), suggesting consistency with the motility of the animals. We found a total of 3,324 differentially expressed genes following exposure to UVC (DESeq2, FDR < 0.05), of which 1,314 and 2,110 genes to be up-regulated and down-regulated, accordingly (Additional file 1: Figure S1). 

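Over the 14 time points, 2285 transcripts were DEGs at any time point, of which 746 were higher and 1560 lower than in non-exposed animals, with 21 counted in both directions at different time points. The Short time course had 950 DEGs and the Long time course 1498. The Short total was 625 and 600 without Short non-exposed replicates 1 and 2. The Long total was 783 and 874 without Long 72 h replicates 1 and 2, 902 without Long non-exposed replicate 2 and 2325 without Long 24 h replicate 1. With only the 2 groups compared in the fit, the totals were 322 and 980. In the Short time course the number of DEGs was 140 at 1 h (27 higher, 113 lower), 94 at 2 h (62 higher, 32 lower), 94 at 3 h (38 higher, 56 lower) and 220 at 4 h (91 higher, 129 lower). It was 368 at 5 h (148 higher, 220 lower), 301 at 6 h (170 higher, 131 lower), 381 at 9 h (279 higher, 102 lower) and 350 at 12 h (212 higher, 138 lower). In the Long time course it was 98 at 12 h (66 higher, 32 lower), 78 at 18 h (63 higher, 15 lower) and 23 at 24 h (18 higher, 5 lower). At the later Long time points it was 168 at 36 h (98 higher, 70 lower), 619 at 48 h (169 higher, 450 lower) and 1287 at 72 h (256 higher, 1031 lower). Each of these numbers changed when 1 library was left out, which also leaves 2 libraries in its group and so lowers the power. A lower number does not by itself single out a library. At Short 9 h it was 212, 215 and 217 without 9 h replicates 1, 2 and 3. With 1 library left out the lowest number was 23 at Short 1 h (without 1 h replicate 1), 39 at 2 h (2 h replicate 1), 39 at 3 h (3 h replicate 1), 132 at 4 h (non-exposed replicate 3) and 240 at 5 h (non-exposed replicate 1). It was 179 at Short 6 h (6 h replicate 1), 212 at 9 h (9 h replicate 1) and 195 at 12 h (12 h replicate 3), and at 4 h the number rose to 516 without 4 h replicate 2. In the Long time course the lowest was 19 at 12 h (without 12 h replicate 2), 17 at 18 h (18 h replicate 2), 16 at 24 h (24 h replicate 3), 25 at 36 h (36 h replicate 2) and 176 at 48 h (48 h replicate 1), and at 24 h the number rose to 83 without 24 h replicate 1. At 72 h it was 403 without Long 72 h replicate 1, 602 without Long 72 h replicate 2 and 766 without Long non-exposed replicate 2. Without Long 72 h replicate 1 the number lower at any time point was 1018.

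The split between higher and lower depended on the scaling of the libraries. The median log2 fold change over all transcripts was -0.28 at Short 1 h, -0.15 at Short 3 h, 0.12 at Short 9 h and -0.14 at Long 72 h, and lay within 0.1 of 0 at the other time points. Median scaling shifted each library so that the median of its deviations from the transcripts' means over the time course was 0. With it, 1842 transcripts were DEGs at any time point, 887 higher and 977 lower. The split was then 105 higher and 25 lower at Short 1 h, 81 and 22 at Short 2 h, 73 and 32 at Short 3 h, 191 and 179 at Short 5 h, and 214 and 144 at Short 9 h. It was 117 higher and 31 lower at Long 36 h, 216 and 218 at Long 48 h, and 390 and 464 at Long 72 h. With quantile normalization it was 23 higher and 13 lower at Short 1 h, 58 and 39 at Short 3 h, 287 and 167 at Short 9 h, 29 and 17 at Long 24 h, 247 and 295 at Long 48 h, and 365 and 536 at Long 72 h. The alternative that moved the total most was a fit with only the 2 groups compared, which gave 1266 DEGs in all. It gave 0 DEGs at Short 1, 4 and 5 h and at Long 12, 18 and 24 h. At those time points between 581 and 2408 transcripts had an unadjusted p under 0.05 by limma. The lowest of these, 581 at Long 24 h, is no more than the share of 0.05 expected among 12088 transcripts without any change. At Short 9 h and Long 36, 48 and 72 h, the lowest number with 1 library left out was below that of this fit. In that fit 221 were higher and 162 lower at Long 48 h, and 271 and 488 at Long 72 h.

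**Figure D2:**
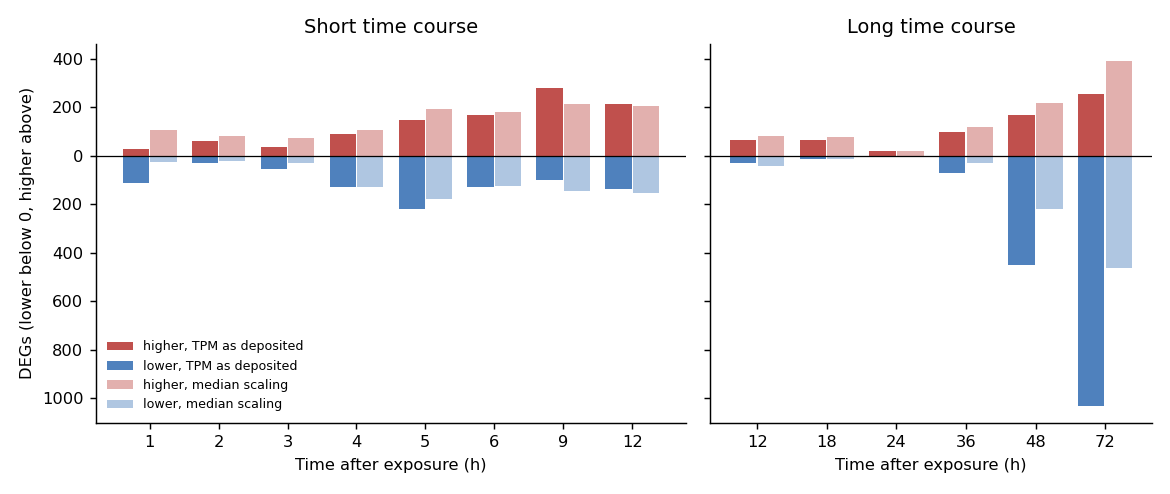
Number of DEGs at each time point of the Short (left) and Long (right) time courses, higher than in non-exposed animals above 0 and lower below 0. Dark bars are from TPM as deposited and pale bars after median scaling; at Short 1 h the split is 27 higher and 113 lower as deposited, and 105 higher and 25 lower after scaling.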

Genes with high fold change (> 4) were comprised of various genes, including chaperones (Mitochondrial chaperone BCS1), DNA damage repair pathways (XRCC4, PARP), metalloproteases (NAS-13), anti-oxidative pathways (GST), and previously identified tardigrade specific protection-related genes (CAHS and SAHS). 

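Tables S2 and S3 list 2241 pairs of a transcript and a time point, and the mean TPM in the deposited values lay within 1% of the tables' TPM for all 2241 pairs. Of these, 236 pairs had a fold of mean TPM over 4. In Table S2 695 of the 1066 pairs (65.2%) were DEGs higher than in non-exposed animals by limma, and in Table S3 395 of 1175 (33.6%). For each protein, the transcript with the largest fold in those tables follows. The mitochondrial chaperone BCS1 (g2185) rose from 88.2 ± 37.4 TPM in non-exposed animals to 1283 ± 31.6 TPM at Short 9 h (SD, n = 3 each), a log2 fold change of 3.95 (SE 0.336, adjusted p = 3.04e-07 from limma with Benjamini-Hochberg adjustment), and it was higher at all 9 time points at which the tables list it. Of the XRCC proteins, the tables list XRCC5 and XRCC6. XRCC5 (g13857) rose from 38.8 ± 5.39 to 412 ± 117 TPM at Short 12 h (log2 fold change 3.34, SE 0.285, adjusted p = 4.88e-07, limma with Benjamini-Hochberg adjustment). PARP3 (g7792) rose from 26.2 ± 28.5 to 282 ± 85.1 TPM at Short 12 h (log2 fold change 3.84, SE 0.555, adjusted p = 0.000233, limma with Benjamini-Hochberg adjustment); in a fit with only these groups the adjusted p was 0.0722. Of the 4 PARP transcripts listed, 3 were DEGs at any listed time point.

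The zinc metalloproteinase NAS-13 (isoform g11190.t1) had 0.00032, 0 and 80.3 TPM in the 3 Long non-exposed libraries and 330, 361 and 223 TPM at Long 36 h, and its change was not past the threshold (adjusted p = 0.138, limma with Benjamini-Hochberg adjustment). The Short non-exposed libraries had 176, 197 and 134 TPM. The other isoform, g11190.t2, was higher in Long than in Short non-exposed libraries (log2 difference 4.41, adjusted p = 0.0140, limma with Benjamini-Hochberg adjustment), so the division of TPM between the isoforms is uncertain. With both isoforms added up, the log2 fold change at Long 36 h was 0.85 (adjusted p = 0.107, same test). Of the 3 NAS-13 transcripts, 1 was a DEG at a listed time point. The glutathione S-transferase isoform g4016.t2 had 25.8, 0 and 0 TPM in the Long non-exposed libraries and 68.5, 77.2 and 53.5 TPM at Long 48 h (adjusted p = 0.0764, limma with Benjamini-Hochberg adjustment). It was past the threshold without Long non-exposed replicate 1 (adjusted p = 0.0304) and when the isoforms of the gene were added up (log2 fold change 2.55, adjusted p = 0.0159). Of the 7 GST transcripts listed, 2 were DEGs. The CAHS transcript g675 rose from 470 ± 76.7 to 2053 ± 889 TPM at Long 72 h (log2 fold change 2.05, SE 0.467, adjusted p = 0.0110, limma with Benjamini-Hochberg adjustment), and without Long 72 h replicate 1 the adjusted p was 0.0694. The SAHS transcript g1680.t1 had 0, 0 and 10.9 TPM in the Long non-exposed libraries and 83.1, 77.3 and 28.5 TPM at Long 72 h (adjusted p = 0.0317, limma with Benjamini-Hochberg adjustment). It was no longer past the threshold without Long non-exposed replicate 1 (adjusted p = 0.0966) or 2 (0.106) or without Long 72 h replicate 1 (0.115) or 2 (0.0958), with a pseudocount of 0.1 (0.0822), or with only the groups compared in the fit (0.0739). Of the transcripts listed, 3 of 4 CAHS and 2 of 5 SAHS were DEGs. GST, CAHS and SAHS are multigene families whose members can share reads, so the division of TPM between members is uncertain.

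**Figure D3:**
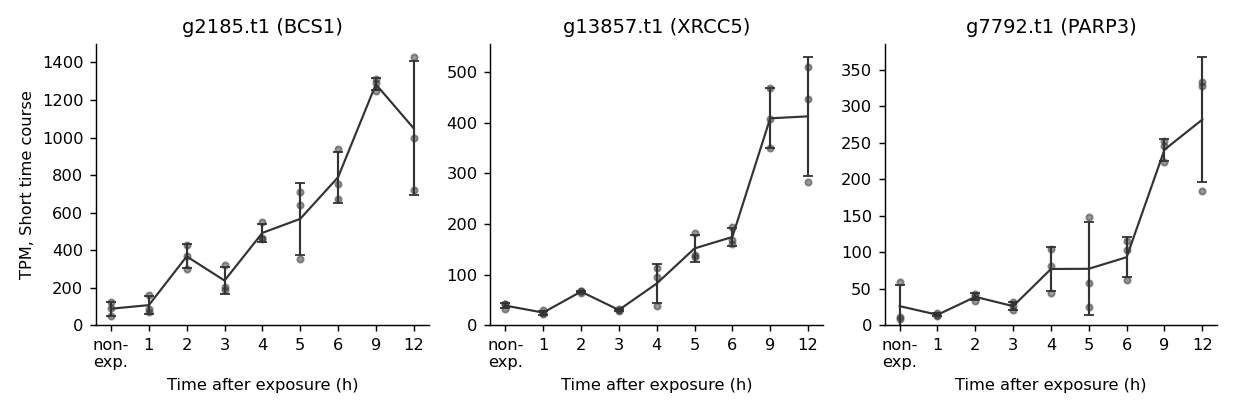
TPM of g2185 (BCS1), g13857 (XRCC5) and g7792 (PARP3) in non-exposed animals and at each time point of the Short time course; points are the 3 libraries, lines the mean and bars the SD. BCS1 is at 1283 TPM at 9 h, XRCC5 at 412 TPM and PARP3 at 282 TPM at 12 h.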

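Of the 2241 pairs of a transcript and a time point in Tables S2 and S3, 211 had a mean TPM over 1000. For each protein below, the transcript with the highest TPM in those tables was taken. Thioredoxin-2 (g11519.t1) had 1124 ± 354 TPM in non-exposed animals and 2288 ± 481 TPM at Short 12 h (SD, n = 3 each), a log2 fold change of 1.05 (SE 0.251, adjusted p = 0.0187, limma with Benjamini-Hochberg adjustment). It was no longer past the thresholds without Short non-exposed replicate 1 or 2 or Short 12 h replicate 1 or 3 (adjusted p between 0.0808 and 0.0991), with quantile normalization (log2 fold change 0.99), or with only the groups compared in the fit (adjusted p = 0.154). Peroxiredoxin-2 (g6996) had 526 ± 100.2 TPM in non-exposed animals and 1210 ± 289 TPM at Long 36 h (log2 fold change 1.19, SE 0.206, adjusted p = 0.0115, limma with Benjamini-Hochberg adjustment). It passed at all 3 time points listed; at 36 h it did not without Long 36 h replicate 2 (adjusted p = 0.0715), with quantile normalization (log2 fold change 0.96), or with only the groups compared in the fit (adjusted p = 0.0891). The GST transcript g4017 rose from 734 ± 41.2 to 1786 ± 98.7 TPM at Long 72 h (log2 fold change 1.28, SE 0.220, adjusted p = 0.00271, limma with Benjamini-Hochberg adjustment). The CAHS transcript g5971 rose from 903 ± 233 to 2820 ± 416 TPM at Long 72 h (log2 fold change 1.67, SE 0.301, adjusted p = 0.00334, limma with Benjamini-Hochberg adjustment). The SAHS transcript g1675 had 2056 ± 733 TPM in non-exposed animals and 4315 ± 985 TPM at Long 48 h, a difference that was not past the threshold (log2 fold change 1.10, SE 0.461, adjusted p = 0.164, limma with Benjamini-Hochberg adjustment) except with array weights, which were chosen after seeing the data (adjusted p = 0.0485).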

Interestingly, DEGs that had high expression values included several of those with high fold change, additionally anti-oxidative stress genes thioredoxin and peroxiredoxin (Additional file 2: Table S2, Additional file 2: Table S3). These genes were induced during tardigrade anhydrobiosis [11], suggesting similar pathways are being regulated between desiccation and UVC exposure. Additionally, we found that the zinc metalloprotease NAS, apolipoproteins, autophagy-related sequestosome, and the mitochondrial chaperone BCS1 were highly expressed (TPM > 1,000) after exposure. 

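Among the NAS transcripts with a TPM in Tables S2 or S3, the highest was that of NAS-14 (g11193.t1), with 1758 ± 501 TPM in non-exposed animals and 3554 ± 211 TPM at Short 1 h (SD, n = 3 each; log2 fold change 1.05, SE 0.233, adjusted p = 0.0301, limma with Benjamini-Hochberg adjustment). This passed the thresholds with 1 of the 6 libraries left out, Short non-exposed replicate 3, and with each of the others left out the adjusted p was between 0.0745 and 0.128. It also did not pass with quantile normalization (log2 fold change 0.76) or with only the groups compared in the fit (adjusted p = 0.138). Of the 6 NAS transcripts listed, 3 were DEGs at a listed time point. Apolipoprotein D (g6328) rose from 867 ± 131 to 2396 ± 671 TPM at Long 48 h (log2 fold change 1.43, SE 0.250, adjusted p = 0.00649, limma with Benjamini-Hochberg adjustment); with only the groups compared in the fit the adjusted p was 0.0604. Of the 3 apolipoprotein transcripts, 2 were DEGs. Sequestosome-1 (g422) rose from 554 ± 26.5 to 2113 ± 121 TPM at Short 12 h (log2 fold change 1.93, SE 0.175, adjusted p = 9.98e-07, limma with Benjamini-Hochberg adjustment), and both sequestosome transcripts listed were DEGs. With each library left out in turn, the log2 fold change of g422 stayed between 1.90 and 1.98, and that of BCS1 at Short 9 h between 3.57 and 4.23.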

We have found similar inductions of sequestosome and BCS1 during *Hypsibius exemplaris* Gąsiorek et al. 2018 anhydrobiosis [11], suggesting the existence of mitochondria stresses from oxidative stress during desiccation or UVC exposure–response.

**Fig. 1:**
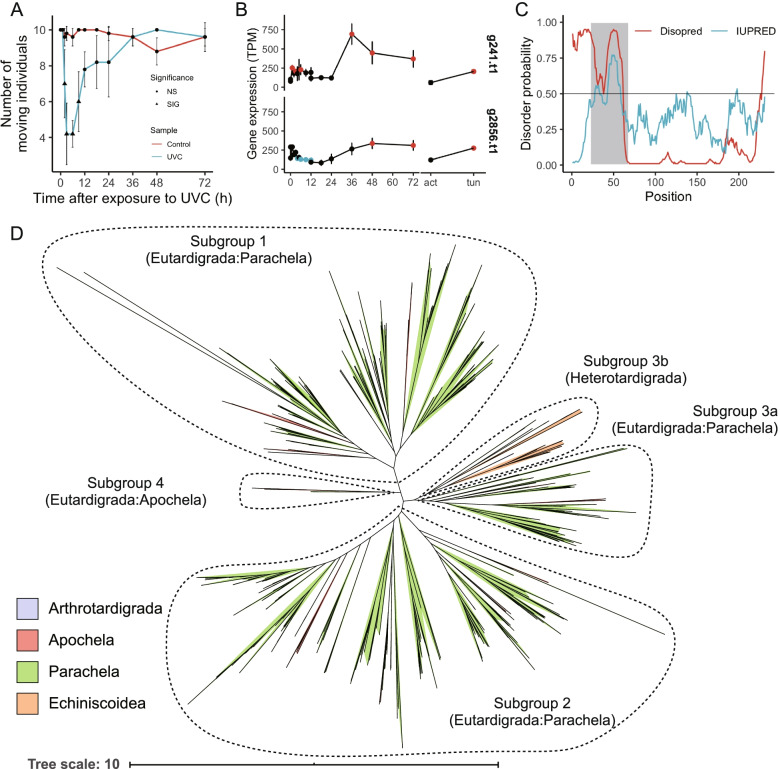
Identification of a novel stress responsive gene family conserved within phylum Tardigrada. **a** *R. varieornatus* specimens were exposed to 2.5 kJ/m^2^ of UVC and movements were observed at each time point. Significant differences between samples are indicated as a triangle in the UVC sample time course (Tukey HSD test, Adjusted *p*-value < 0.05). Error bars indicate standard deviation. **b** Expression values of two tardigrade-specific genes with no known annotations. Error bars indicate standard deviation. Colors indicate significant expression changes; blue: significantly decreased, red: significantly increased, black: non-significant change. **c** Probability plot of disordered regions in the g12777 protein predicted by DISOPRED or IUPRED. Disordered regions predicted are indicated with a gray highlight. **d** Phylogenetic tree of OG0000231 orthologs in Tardigrada. Each ortholog was colored by the corresponding lineage. Four subfamilies were found and named according to the major lineage

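For g241, no Short time point was past the thresholds, and 3 had an unadjusted p under 0.05. The mean was 104 ± 32.6 TPM in Short non-exposed animals and highest at 1 h, at 253 ± 37.7 TPM (SD, n = 3 each; log2 fold change 1.31, SE 0.455, adjusted p = 0.120, limma with Benjamini-Hochberg adjustment); with array weights, chosen after seeing the data, this time point passed (log2 fold change 1.43, adjusted p = 0.0279). After exposure in the Long time course g241 rose from 78.6 ± 5.39 TPM in non-exposed animals to 692 ± 137 TPM at 36 h (log2 fold change 3.11, SE 0.303, adjusted p = 0.000112, limma with Benjamini-Hochberg adjustment). It was at 448 ± 147 TPM at 48 h (log2 fold change 2.45) and 371 ± 113 TPM at 72 h (log2 fold change 2.18), with adjusted p of 0.00118 and 0.00145 from the same test, and at 119, 125 and 121 TPM at 12, 18 and 24 h. Since Long animals were fed at 12 h and non-exposed animals were sampled at 0 h only, feeding and time in culture stay open for these rises.

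For g2856, the mean fell from 290 ± 10.9 TPM in Short non-exposed animals to 119 ± 32.6 TPM at 12 h (log2 fold change -1.32, SE 0.207, adjusted p = 0.000605, limma with Benjamini-Hochberg adjustment). It was also lower at 4 h (log2 fold change -1.06), 6 h (-1.16) and 9 h (-1.23), with adjusted p of 0.00698, 0.00241 and 0.00115 from the same test, and at 5 h it passed the adjusted p (0.0142) and not the fold change threshold (-0.93). In the Long time course no time point was past the thresholds, and 4 had an unadjusted p under 0.05. The mean was 148 ± 36.4 TPM in non-exposed animals, 337 ± 72.6 TPM at 48 h (log2 fold change 1.19, adjusted p = 0.0739, limma with Benjamini-Hochberg adjustment) and 311 ± 68.2 TPM at 72 h (log2 fold change 1.08, adjusted p = 0.0764). In all 3 libraries at each of these times g2856 was above all 3 non-exposed libraries. At 48 h it passed with the replicate number as a block (adjusted p = 0.0273) and with array weights (adjusted p = 0.0413). The paper reports that g2856 was mis-predicted in its gene set, and whether this affects the TPM of g2856 was not tested.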

### Identification of a tardigrade specific gene family as a novel stress responsive gene family

To screen for genes responsible for the cross-tolerance of anhydrobiosis and UVC exposure, we analyzed the intersection of DEGs in the above result and our previous differential transcriptome analysis during slow desiccation as repair genes had been induced during anhydrobiosis entry [11]. We found 141 genes that were upregulated in both conditions (Additional file 2: Table S4, Additional file 2: Table S5). These genes were significantly enriched in Gene Ontology terms related to antioxidative stress and lipid transport (*e.g.,* glutathione transferase activity, superoxide dismutase activity, etc., Table 1). 

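Of the 141 transcripts in Tables S4 and S5, 140 were tested, and 60 were DEGs higher than in non-exposed animals at any of the 14 time points (limma with Benjamini-Hochberg adjustment). With the p-values adjusted over the list alone the number was 92; the study chose the list on these libraries, so this is not independent evidence. Of the 60, 28 are in Table S4, which holds those with Swiss-Prot homologs, and 32 in Table S5. 23 were higher in the Short time course only, 29 in the Long time course only and 8 in both. At some time point 7 of the 140 were DEGs lower than in non-exposed animals. The alternatives that moved the number most were a fit with only the 2 groups compared, with 39, and leaving out Long 24 h replicate 1, with 88. With array weights, chosen after seeing the data, it was 86, and with each other library left out in turn it was between 53 and 69. The slow-desiccation libraries behind the other side of the intersection are not analysed here. The paper screened for genes that may underlie cross-tolerance, and reasons that repair genes are induced on entry into anhydrobiosis, so that genes higher both after UVC exposure and during slow desiccation are the ones to examine.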

Sixty-six of these genes had Swiss-Prot homologs (BLASTP, E-value < 1E-15, Additional file 2: Table S4), which included the CAHS and SAHS genes, antioxidative stress response genes (*e.g.*, SOD, GST), and other genes that have been implied to be related to anhydrobiosis (*e.g.*, apolipoprotein, sequestosome). 

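All 4 CAHS transcripts that Tables S2 and S3 list after UVC exposure are among the 141, and 3 of these were DEGs higher than in non-exposed animals at any time point. Of 5 SAHS transcripts listed, 3 are among the 141 and 0 of these were DEGs by limma, while 2 rose at an unadjusted p under 0.05 at any time point. Of the 5 superoxide dismutase (SOD) transcripts, 2 are among the 141 and 1 of these was a DEG. Of the 7 GST transcripts, 2 are among the 141 and 0 of these were DEGs by limma, while 1 rose at an unadjusted p under 0.05. Among the apolipoproteins 2 of 2 and among the sequestosomes 1 of 1 were DEGs. The SOD transcript with the largest fold, the Cu-Zn SOD g456, rose from 151 ± 46.1 TPM in non-exposed animals to 507 ± 87.5 TPM at Long 72 h (SD, n = 3 each; log2 fold change 1.77, SE 0.222, adjusted p = 0.00129, limma with Benjamini-Hochberg adjustment), and with each library left out in turn its log2 fold change stayed between 1.58 and 2.00.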

Other tardigrade specific anhydrobiosis genes (MAHS, RvLEAM, Dsup) were not contained in this list. Thirty-four of the genes within the remaining seventy-five were predicted to have functional domains (PANTHER, Pfam, SMART, and SUPERFAMILY domains detected by InterProScan, Additional file 2: Table S5). This included antioxidative stress-related domains (GST, eukaryotic cytochrome b561, ferritin-like domain), DNA binding domains (zinc finger, EF-hand), transmembrane proteins (tetraspanin, EXPERA, and major facilitator superfamily), extracellular binding (Cadherin_repeat, bacterial extracellular solute-binding proteins, family 3), other domains we have seen in our previous studies (zinc metalloprotease, kazal-type serine protease inhibitor domain, fatty acid-binding domain, and chitin-binding domain, and fasciclin domain).

**Table 1:** Gene ontology enrichment of differentially expressed genes common between anhydrobiosis and UVC response

GOBPID	*p*-value	Term
GO:0,006,869	0.00703419	lipid transport
GO:0,006,801	0.00865766	superoxide metabolic process
GO:0,006,749	4.03E-05	glutathione metabolic process
GO:0,006,575	8.62E-06	cellular modified amino acid metabolic process
GO:0,010,876	0.01043244	lipid localization
GO:0,072,593	0.01137521	reactive oxygen species metabolic process
GO:0,006,790	0.00041013	sulfur compound metabolic process
GO:0,051,186	5.22E-05	cofactor metabolic process
GO:0,043,603	0.01760895	cellular amide metabolic process
GO:0,006,518	0.04178322	peptide metabolic process

To validate the conservation of these genes within Tardigrada, we submitted amino acid sequences to a BLAST search against our in-house and publicly accessible genomes/transcriptomes [11, 14, 15]. We first predicted approximately 10–90 thousand genes in various tardigrade lineages and then identified orthologs by BLASTP search or OrthoFinder clustering (Additional file 2: Table S6). From the OrthoFinder clustering, we observed twenty-one genes out of the 75 genes without Swiss-Prot homologs were conserved within Metaoza (Additional file 2: Table S5**)**. Twenty of the remaining 54 were *Ramazzottius*-specific genes, where 18 did not have any InterProScan annotations. The remainder were conserved widely or in part within Eutardigrada. Within the 7 genes conserved between Heterotardigrada, we found only two genes (g2856/RvY_14843, g241/RvY_00334) had homologous genes in *E. testudo* (TBLASTX, E-value < 1e-5) [16] and with no known functional domains (InterProScan, CDD, Pfam-A, Superfamily, SMART, Fig. 1b**, **Additional file 2: Table S5**)**. Both genes belonged to a multi-copy gene family with high expression profiles (g2856 OG0000231, g241 OG0000230. Additional file 2: Table S7, Additional file 2: Table S8, Additional file 2: Table S9, Additional file 2: Table S10). 

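Over its time courses g241 had a mean of 196 TPM in the Short and 279 TPM in the Long libraries, with single libraries between 70.9 and 313 TPM in Short and between 71.8 and 851 TPM in Long. For g2856, which the paper lists as mis-predicted in its gene set, the means were 184 and 196 TPM. Single libraries lay between 81.1 and 306 TPM in Short and between 48.6 and 419 TPM in Long. Table S9 lists 9 further transcripts of the OG0000230 family. Among them g8595 was a DEG higher than in non-exposed animals at 4 Short and 5 Long time points, and rose from 159 ± 24.1 to 474 ± 83.8 TPM at Short 6 h (SD, n = 3 each; log2 fold change 1.56, SE 0.276, adjusted p = 0.00227, limma with Benjamini-Hochberg adjustment) and from 91.5 ± 43.6 to 422 ± 72.0 TPM at Long 48 h (log2 fold change 2.28, SE 0.274, adjusted p = 0.00118, same test). At Long 72 h g7651 was lower, from 201 ± 153 to 16.0 ± 10.5 TPM (log2 fold change -3.32, SE 0.749, adjusted p = 0.0104, limma with Benjamini-Hochberg adjustment), and at Long 48 h g11132 was lower (log2 fold change -1.87, adjusted p = 0.0408). No other of these transcripts that was tested was a DEG at any time point, while 6 of the 9 changed at an unadjusted p under 0.05 at some time point. The members g2803, g6149, g8260, g11131 and g11132 had mean TPM over all libraries of a time course of at most 12.2, and g2803 was listed at 0 in every library. Members of a multi-copy family can share reads, so the division of TPM among them is uncertain.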

Additional blastp searches identified four more clusters to be orthologous to OG0000231 (OG0001788, OG0012107, OG0024270, OG0052053, designated OG0000231 family in following text) and one more to OG0000230 (OG0005452, designated OG0000230 family in following text). The OrthoFinder results indicated most of the lineages showed conservation of OG0000231 family (excluding the Halechiniscidae family in Arthrotardigrada), indicating that this gene family is highly conserved in the phylum (Additional file 2: Table S7). On the contrary, we found that OG0000230 family was lost in the Apochela and Echiniscoididae lineages (Additional file 2: Table S8). We also have found a OG0000230 family ortholog in the arthrotardigrade Batillipes by BLAST and Orthofinder based analysis, however validation by phylogenetic analysis could not rule out the possibility of contamination, thus we suspend on concluding conservation within class Arthotardigrada. Additionally, initial TBLASTX searches against the publicly accessible *Echiniscoides sigismundi* and *Richtersius coronifer* transcriptome assemblies indicated the loss of OG0000231 orthologs in both species. However, we identified several raw RNA-Seq reads that showed homology with coding sequences of OG0000231 coding genes, which implied the existence of OG0000231 orthologs. BLASTX searches against the reassembled *E. sigismundi* and *R. coronifer* transcriptome identified approximately fifteen OG0000231 orthologs but no OG0000230 orthologs in *E. sigismundi*. On the other hand, we detected twenty-three OG0000230 and sixty-four OG0000231 orthologs in *R. coronifer*. The lack of OG0000230 or OG0000231 orthologs in previous transcriptome assemblies may have occurred during the filtering stage. Our in-house transcriptome sequencing data supported the existence of both gene families in *R. coronifer* (seventeen OG0000230 and fifty-six OG0000231 orthologs) and twelve OG0000231 orthologs in *E. sigismundi*. Together, these results support that the OG0000230 is lost in the Echiniscoididae, Halechiniscidae, and Apochela lineages. Three of the OG0000231 orthologs (including g2856) were found to be mis-predicted in our gene set (Additional file 2: Table S11).

The OG0000230 orthologs in *H. exemplaris* have been identified as a horizontally transferred gene candidate in our previous study (Additional file 2: Table S12). Phylogenetic analysis suggested that the entry of this gene into tardigrade genomes may have occurred in the early stages of the Tardigrada lineage (Additional file 1: Figure S2). BLASTP searches against TrEMBL and NCBI nr databases indicated that the majority of homologs originates from Gammaproteobacteria species (Additional file 2: Table S13, Additional file 2: Table S14). This suggests that this gene family may have been integrated into the tardigrade genome before the divergence of these Eutardigrada and Heterotardigrada. We also have found several orthologs in Ciliophora, Chlorophyta, and Acanthamoeba, but the conservation patterns suggest that these genes may also be results of horizontal transfer into these organisms. Several of these bacterial orthologs were found to be fused to the C-terminal end of haem peroxidases, however these regions do not have any functional domains and are not predicted to be a disordered region, suggesting that this gene itself may not have anti-oxidative stress functions.

The remaining OG0000231 was strongly multiplied within the *R. varieornatus* genome (total of 35 copies), and several of the orthologs were duplicated in tandem (Additional file 2: Table S7, Additional file 2: Table S15) and were highly conserved throughout the phylum Tardigrada, including in non-anhydrobiotic species of Heterotardigrada. Amino acid sequences of this protein family seem to be relatively diverse, with core conserved domain surrounded by variable domain architectures (Additional file 1: Figure S3). Phylogenetic analysis of OG0000231 orthologs indicated that there are 4 subgroups (Fig. 1d), where a single subfamily was comprised of Heterotardigrada species. 

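The mean TPM of g12777 in the Short time course ranged from 225.1 ± 74.7 at 5 h to 408 ± 70.9 at 1 h (SD, n = 3 each), with 269 ± 82.0 in non-exposed animals. In the Long time course it ranged from 75.8 ± 37.5 at 24 h to 338 ± 76.8 at 72 h, with 257 ± 59.5 in non-exposed animals. At 0 of the 14 time points was g12777 past the thresholds in limma's test, and at 2 Short and 1 Long time points the unadjusted p was under 0.05. The lowest adjusted p was at Short 1 h, which passed neither threshold (log2 fold change 0.62, SE 0.237, adjusted p = 0.151, limma with Benjamini-Hochberg adjustment). The largest change in size was at Long 24 h, which passed the fold change threshold only (log2 fold change -1.83, SE 0.558, adjusted p = 0.181, same test). At Long 24 h all 3 libraries lay below all 3 non-exposed ones. The 3 libraries at Long 18 h had 80.0, 428 and 72.5 TPM. With each library left out in turn, the lowest Long mean was between 55.0 and 91.4 TPM and the highest between 295 and 369 TPM. g12777 is a member of a multi-copy family, and the division of TPM between copies that share reads is uncertain. The libraries from desiccated animals are not analysed here.

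**Figure D4:**
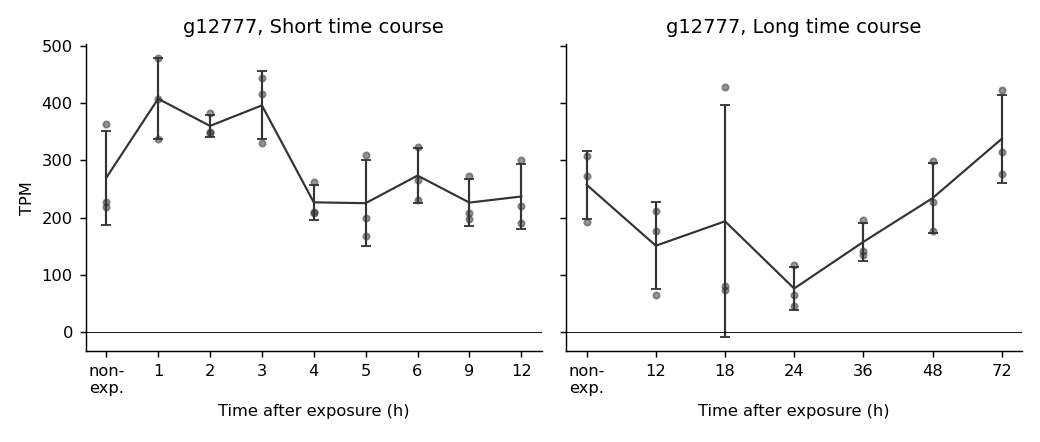
TPM of g12777 in non-exposed animals and at each time point of the Short (left) and Long (right) time courses; points are the 3 libraries, lines the mean and bars the SD. The highest means are 408 TPM at Short 1 h and 338 TPM at Long 72 h; at Long 18 h the SD of 203 TPM exceeds the mean of 193 TPM.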

Within the 35 copies of the OG0000231 gene family, the g12777 gene was found to have constant high expression (Short 225–407 TPM, Long 75–337 TPM) during the UVC exposure response, fast desiccation (Active 97.5 TPM, Tun 369.1 TPM), and 2.5-fold induction of expression during slow desiccation (active 98, Tun 238) of *R. varieornatus*. *H. exemplaris* orthologs were highly induced during anhydrobiosis entry (39 copies, median 7.0x, maximum 414x), thus implying this protein family’s relationship with anhydrobiosis. Additionally, the informatics-based analysis predicted a signal peptide and a disordered region in the N-terminus of the g12777 protein (Fig. 1c), similar to various tardigrade-specific anhydrobiosis-related genes. These characteristics suggested that this gene may play an important role in tardigrade anhydrobiosis; therefore, we submitted this g12777 gene for further functional analysis.

### g12777 has a highly conserved Mn^2+^ biding site

We crystallized the putative globular domain that lacked the N-terminus 62 amino acids of g12777 protein (g12777-Δ62) and solved the crystal structures as two forms containing Mn^2+^ or Zn^2+^ ions at 2.30 Å and 1.60 Å resolutions, respectively (Fig. 2a, Additional file 1: Figure S4a,b, Additional file 2: Table S16). The N-terminus 62 amino acids were removed due their disordered nature that hinders crystallization. The Zn^2+^ g12777 protein structure was found to be bound to five Zn^2+^ ions originating from the crystallization buffer containing 300 mM zinc acetate, but not to Ca^2+^ from the protein buffer (2 mM calcium chloride). The Mn^2+^-bound g12777 crystals prepared by soaking method (50 mM Mn^2+^) using Zn^2+^-bound crystals indicated that the Zn^2+^ ion in the Zn-1 site was replaced with Mn^2+^. Additionally, an Mn^2+^ ion was found to be bound at a new binding site (Mn-2, Additional file 1: Figure S4a,b), whereas the Zn^2+^ in Zn-2–5 disappeared. The Zn^2+^ crystal structure of putative catalytic domain (residues Gly63–Leu231) of the g12777 protein displayed a characteristic β-sandwich fold comprising seven β-strands and three 3_10_ helices with three disulfide bridges (C91-C97, C146-C225, and C176-C200) (Additional file 1: Figure S4b,c). A part of the β5–β6 loop (residues 163–168) around the Mn^2+^-binding site was disordered in the Mn^2+^-bound crystal (Fig. 2a), suggesting its flexible nature. Comparison of the structure of the β-sandwich domain of g12777 with known protein structures revealed that the g12777 protein structure has very weak similarities with structures of calcium-binding C2 domain involved in lipid interaction (*Z*-score = 5.1–5.5; RMSD = 2.5–3.2 Å; identity = 5–13%; PDB codes: 2JGZ, 1WFJ, and 4IHB) and subtle similarity with a Cu/Zn-SOD monomeric circular permutant (*Z*-score = 4.1; RMSD = 3.4 Å; identity = 5%; PDB code: 5J0C).

**Fig. 2:**
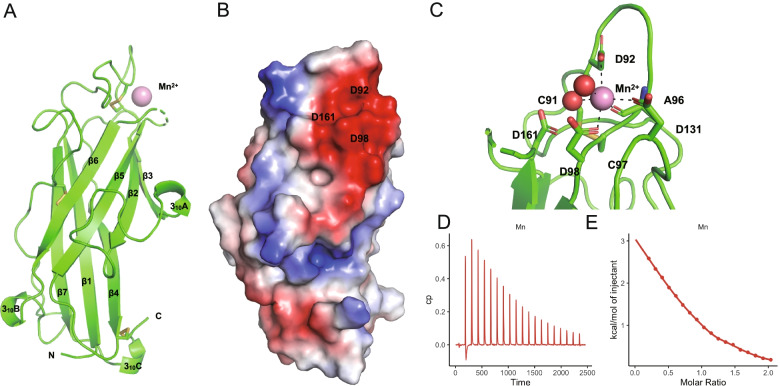
g12777 protein has a SOD-like -sandwich fold and binds to Mn^2+^ ion. **a** The crystal structure of the catalytic domain of the g12777 protein. Bound Mn^2+^ ion and residues involved in disulfide bond formation are indicated with a pink sphere and stick, respectively. Positions of the N and C termini are indicated as letters. **b** Electrostatic surface potential of g12777 protein. The surface model of g12777 is colored according to the electrostatic surface potential (blue, positive; red, negative; scale from -50 to + 50 kT/e). **c** Close-up view of the Mn^2+^-binding site. The binding site is comprised from three aspartic acid residues (D92, D98, and D131) and a disulfide bond with close proximity (C91 and C97). **d**,**e** Mn^2+^ binding affinity measured by isothermal titration calorimetry. **d** raw data in seconds **e** integrated heat values corrected for the heat of dilution and fit to a one-site binding model (solid line)

Together, the g12777 protein possesses a β-sandwich domain sharing a common Mn^2+^ and Zn^2+^ binding site. In this site, an Mn^2+^ ion was coordinated by three aspartic acids with high electrostatic surface potential (Fig. 2bc). In the Mn^2+^-binding site located at the negatively charged patch comprising β1–β2 and β3–β4 loops, the side-chain oxygen atoms of Asp92, Asp98, and Asp131 and the main-chain carbonyl atom of Ala96 and two water molecules coordinate with Mn^2+^ ion at distances of 2.2–2.9 Å (Fig. 2c). As for the Zn^2+^-binding site located at the almost same region as that of Mn^2+^, the side-chain oxygen atoms of Asp92, Asp98, Asp161, and Asp163 coordinate with Zn^2+^ ion at distances of 1.9–2.0 Å (Additional file 1: Figure S4d). A considerable conformational difference was observed between Mn^2+^- and Zn^2+^-bound forms in terms of the metal-binding site, in which Asp92 and Asp98 were commonly involved in Mn^2+^ and Zn^2+^ binding (Fig. 2c and Additional file 1: Figure S4d). These aspartic acid residues were highly conserved within tardigrade orthologs (Additional file 1: Figure S4ef), and the highly conserved CD-CD motif containing two Asp residues (D92 and D98, Additional file 1: Figure S4ef) was used in the metal ion binding in both structures, suggesting the importance of these residues. The cysteine residues in this motif (C91 and C97) formed a disulfide bond in the crystal structure, suggesting that this disulfide bond may also contribute to this protein’s function. We also observed another region that was highly conserved (W194 and R216, Additional file 1: Figure S4f), suggesting that another functional site may be present.

ITC experiment demonstrated that the estimated dissociation constants of the catalytic domain of the g12777 protein and Zn^2+^, Mn^2+^, and Ca^2+^ were 1.92 × 10^–6^ ± 6.00 × 10^–8^ M, 2.42 × 10^–5^ ± 1.75 × 10^–6^ M, or 1.39 × 10^–4^ ± 3.02 × 10^–5^ M, respectively, indicating that the binding affinity of Zn^2+^ was the highest among these divalent cations (Fig. 2de, Additional file 1: Figure S4g, Additional file 2: Table S17). Importantly, the binding stoichiometry (*n*) of Zn^2+^, Mn^2+^, and Ca^2+^ were 1.00 ± 0.00, 0.77 ± 0.02, and 0.80 ± 0.17, indicating that the catalytic domain of the g12777 protein binds to one metal ion in solution.

### g12777 is a Mn^2+^ dependent peroxidase

To validate where this protein functions in cultured cells, we constructed a GFP-tagged recombinant g12777 protein in the pAcGFP1-N1 plasmid and expressed these proteins in the HEK293 cell line. Staining with DAPI and expression of CellLight GolgiRFP suggested that this protein localizes mainly in the Golgi apparatus (Fig. 3a). Six of the most highly expressed orthologs of the OG0000231 family (highly expressed in the UVC time course and differentially expressed during slow-dry anhydrobiosis) also showed mainly a Golgi apparatus localization (Additional file 1: Figure S5). 

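In the UVC time courses, the mean TPM of g2856, g243, g244, g245, g246 and g779, the other members of the family that the paper names, was highest for g244. The mean over all Short libraries was 934 TPM for g244, 304 TPM for g779, 284 TPM for g246, 191 TPM for g245 and 77.6 TPM for g243. Over all Long libraries it was 798 TPM for g244, 313 TPM for g246, 180 TPM for g779, 153 TPM for g245 and 123 TPM for g243. Group means of g244 lay between 704 and 1273 TPM in Short and between 532 and 1281 TPM in Long. By limma with Benjamini-Hochberg adjustment, g243, g244, g245, g246 and g779 were DEGs at 0 of the 14 time points; all 5 changed at an unadjusted p under 0.05 at some time point. At Short 12 h g244 passed the adjusted p and not the fold change threshold (log2 fold change 0.92, SE 0.236, adjusted p = 0.0277, limma with Benjamini-Hochberg adjustment), with all 3 libraries above all 3 non-exposed ones. The values of slow-dried animals are not analysed here.

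**Figure D5:**
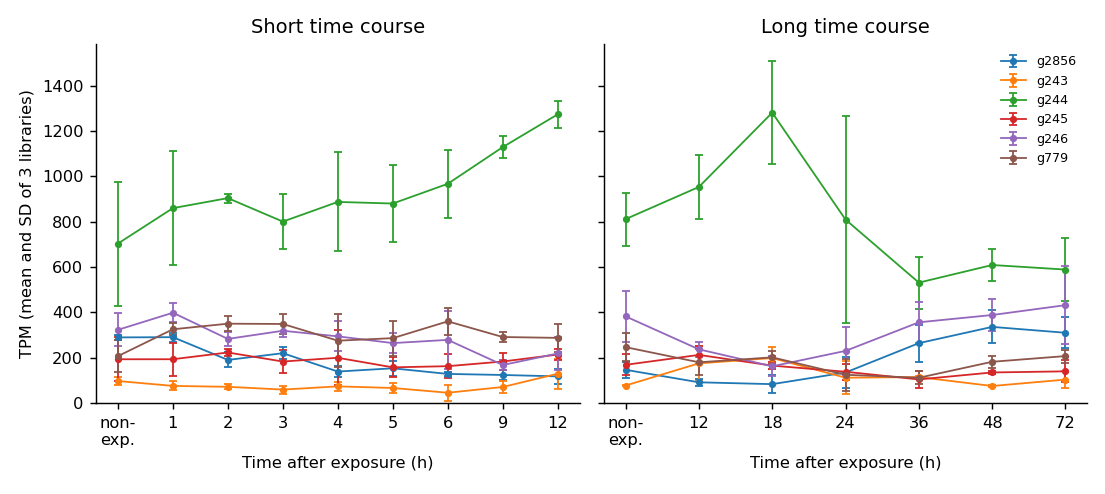
TPM of 6 members of the OG0000231 family in non-exposed animals and at each time point of the Short (left) and Long (right) time courses; points are means and bars the SD of 3 libraries. g244 is above the other members throughout, with group means of 532 to 1281 TPM.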

To validate this protein’s antioxidative stress functions, we subjected cells expressing GFP-tagged g12777 proteins to oxidative stress induced by exposure to hydrogen peroxide (H_2_O_2_). Desiccation tolerance requires protection of RNA, DNA, proteins, organelles, and membranes, and UVC tolerance requires DNA damage protection/repair as well as oxidative stress response, thus both are highly multifactorial that would obscure the cause of cellular death and hinder functional analysis of this protein. The transfected cells showed increased survival at 0.2–0.3 mM H_2_O_2_ as measured by MTT assays (Fig. 3b). Similar results were obtained (0.1–0.2 mM H_2_O_2_) by flow cytometry measurements (Annexin V-negative + SYTOX Blue-negative cells, Fig. 3c). Substitution of the Asp residues comprising Zn-1 (Asp92, Asp98, Asp161, and Asp163) to alanine (g12777-D2A) showed a decrease in cell survival (Fig. 3bc), indicating that this binding site is required for antioxidative stress function. We then assayed whether recombinant proteins also have an antioxidative stress function. The recombinant β-sandwich domain of g12777 protein (g12777-Δ62) showed significant peroxidase activity when Mn^2+^ ions but not Zn^2+^ ions were present (Fig. 3d). The sample buffer used for this assay contains 0.1% BSA, and the manufacturer warrants the lack of non-specific protein catalysis by BSA up to 1 mg/ml with this kit. This reaction (H_2_O_2_ + CH_3_OH → HCHO + 2H_2_O) was carried out without the presence of hemes, thus suggesting that this protein is distinguished from most Mn peroxidases. The peroxidase activity of g12777 in Mn^2+^ conditions was 1/20 of that of bovine liver catalase (Additional file 1: Figure S6). Removal of the signal peptide and disorder region (g12777-Δ62) did not increase tolerance against oxidative stress (Fig. 3bc), suggesting that the localization into the Golgi apparatus is required.

**Fig. 3:**
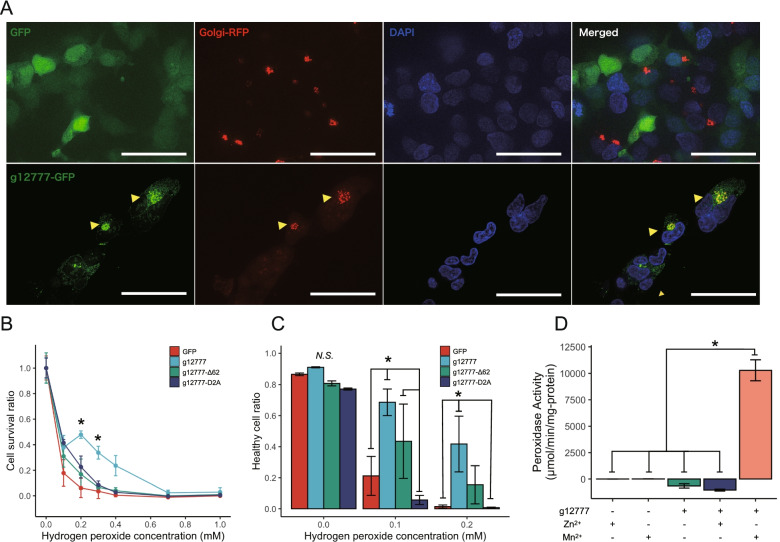
g127777 localizes in the Golgi apparatus and enhances anti-oxidative stress response in HEK293 cells. **a** The g12777 protein was fused to GFP and transfected to HEK293 cells. Cells were transfected with CellLight Golgi-RFP and stained with DAPI. Yellow arrows indicate the co-localization of g12777 and Golgi-RFP. Scale bar 25 µm. The images have been enhanced for visualization. **b** Cell transfected with g12777-GFP were exposed to hydrogen peroxide for 30 min and subjected to MTT assay after 24 h incubation. Error bars indicate standard deviation. Only the full-length g12777-GFP show an increase in survival at around 0.2–0.3 mM. ANOVA + Tukey HSD (* FDR < 0.05). **c** Cells transfected with g12777-GFP were exposed to hydrogen peroxide for 30 min and subjected to MACS flow cytometry to detect SYTOX blue and AnnexinV-Alexa 657 fluorescence after 24 h incubation. Error bars indicate standard deviation. Only full-length g12777-GFP show an increase in survival. ANOVA + Tukey HSD (* FDR < 0.05). **d** Peroxidase activity of the recombinant protein lacking the N terminal 62aa region (g12777-Δ62). Peroxidase function was present only when manganese ions were present. Error bars indicate standard errors. ANOVA + Tukey HSD (* FDR < 0.05)

## Discussion

In this study, we have conducted transcriptome analysis of *R. varieornatus* exposed to UVC exposure, and through comparison with the transcriptome profiles during anhydrobiosis entry, have identified a novel protein family with peroxidase activity. Anhydrobiosis and desiccation tolerance is achieved through highly complex intracellular machineries, encompassing protections of DNA, RNA, proteins, small molecular compounds, organelles, membranes, and their states and structures. Tardigrades are often cross-tolerant to radiation damage even in their active states presumably as a result of their adaptation to desiccating environments, and we therefore searched for the common machinery in anhydrobiosis and UVC tolerance to focus on and to elucidate the tardigrade-unique anti-oxidative stress response mechanisms. Detailed mode of action of specific components may be different between anhydrobiosis and UVC tolerance, but by focusing on the intersection of these stress conditions, we aimed to initially screen for candidate genes through transcriptomic approaches. We have used two time-courses in this experiment; “short” time course to observe the cellular response during the decreased movement, possibly reflecting the immediate cellular repair, and “long” time course for the long-term recovery of cellular state. We observed a dynamic change in the transcriptome between 3–4- and 24–36-h after UVC exposure, presumably corresponding to the regulation of repair pathways required to control the damage induced by the exposure. It would have been ideal to compare the transcriptome profiles with anhydrobiosis recovery, however the only available data lacked biological replicates thus making statistically robust analysis infeasible [14]. Hence, we have used transcriptome sequencing data of slow-dried *R. varieornatus* anhydrobiosis entry [11]. Since *R. varieornatus* is capable of rapid desiccation [36], it typically shows very limited transcriptome induction during anhydrobiosis (54 genes). On the contrary, slow-dried specimens show more regulation (307 genes), which includes several genes related to cellular repair. Studies on the anhydrobiotic midge *Polypedilum vanderplanki* have also observed similar inductions of cellular repair related genes [42]. Together, by comparing the transcriptome response against UVC and desiccation, we hypothesized that high credibility anhydrobiosis genes would be identified.

The functional assays conducted here suggest that g12777 is a manganese-dependent peroxidase, independent of other components of the cell. Previous studies have implicated the relationships between anhydrobiosis and peroxidases [22, 27]. Unlike most Mn peroxidases, this protein does not rely on hemes for the peroxidase function [43, 44]. The presence of a disulfide bond close to the Mn-1 binding site is suggestive of the utilization of the disulfide bond as an electron acceptor, which could categorize this protein as a new class of peroxidase. Constructs lacking the disordered region showed impaired anti-oxidative stress functions. Intrinsically unstructured proteins (IUP) are implied to contribute to cellular tolerance in tardigrades [30, 31] and *Drosophila* [45]. IUPs have been proposed to participate in protein stability [46], therefore we hypothesize this disordered region may contribute to protein stability of g12777 proteins. We have also observed that the g12777 protein utilizes Mn^2+^ ions for peroxidase function, while it has a higher affinity for Zn^2+^ ions. Mn^2+^ itself can carry out peroxidase reactions [47], but the catalytic activity of Mn^2+^ alone was not detected with significance in our experiment, whereas g12777 clearly demonstrated significant peroxidase activity. Furthermore, we speculate that this affinity is related to the localization of this protein mainly in the Golgi apparatus since it has a strictly controlled high manganese concentration [48–51], suggesting the antioxidative stress functionality in the Golgi apparatus seems to be crucial for anhydrobiotic survival. The importance of the Golgi apparatus in stress response and regulation has been studied [52–54], and several studies have identified anhydrobiosis related proteins localizing in the Golgi apparatus [55, 56]. These studies further emphasize the importance of the Golgi apparatus in anhydrobiosis, but its contribution to anhydrobiosis has not been discussed in detail to date. We believe that the results of this work can be a starting point for a more comprehensive study of the intracellular mechanisms of anhydrobiosis.

This protein family is conserved widely in Tardigrada, even in *Batillipes* sp., a non-anhydrobiotic heterotardigrade species. Although this intertidal marine inhabiting *Batillipes* is not capable of anhydrobiosis, it is capable of surviving short periods of high and low levels of salinity and inhabiting brackish regions [57, 58], suggesting tolerance against fluctuations in osmolarity. Such fluctuations would induce physiologies partly mirroring anhydrobiosis. This may imply that this protein may have initially contributed to anti-osmotic stress, which may have been used for desiccation tolerance during terrestrialisation. This would also explain the extensive duplication that occurred around the common ancestor of Eutardigrada, as most eutardigrade species are capable of anhydrobiosis. However, this protein family was not induced before or during the timing where we observed decrease in motility, which may imply that it may not have directly contributed to the immediate damage repair induced by UVC exposure. 

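Of the 7 members of the OG0000231 family that the paper names (g12777, g2856, g243, g244, g245, g246 and g779), 0 were DEGs higher than in non-exposed animals at any Short time point from 1 to 9 h, by limma with Benjamini-Hochberg adjustment, and 1, g2856, was lower. At an unadjusted p under 0.05, 3 of the 7 rose at any of these time points. In the Long time course 0 of the 7 were DEGs higher than in non-exposed animals, and 2 rose at an unadjusted p under 0.05. With the replicate number as a block, and with array weights, which were chosen after seeing the data, g2856 was higher past the thresholds at Long 48 h. The other copies of the family are not analysed here.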

We note that orthologs in *R. varieornatus* and *H. exemplaris* show expression patterns similar to that of CAHS and SAHS, constant expression in *R. varieornatus* (half of the orthologs have TPM > 100), and high induction in *H. exemplaris* (median 18.7 × induction during anhydrobiosis entry). Together with the peroxidative function, we hypothesize that this protein family is a new anhydrobiosis gene. However, functional analysis in animal specimens have been problematic due to this protein family’s multi-copy nature and the lack of high-efficiency gene knock-down/knock-out methods in tardigrades and would be a subject for further studies.

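The 6 members other than g12777 are those the paper picked as highly expressed, so their share above a TPM value follows in part from that choice. In the UVC time courses, 6 of those 7 members had a mean of more than 100 TPM over all 48 libraries. The number above 100 TPM was also 6 in the Short and 6 in the Long non-exposed animals, and the member below it in each was g243, with 98.1 ± 15.7 TPM in Short and 78.4 ± 0.853 TPM in Long non-exposed animals (SD, n = 3 each). The other copies of the family are not analysed here.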

## Conclusions

In conclusion, our results provide a global image of the transcriptomic response against UVC in an extremotolerant tardigrade. Previous studies have proposed the contribution of highly conserved factors and lineage-specific gene families to anhydrobiosis. We here have identified a novel peroxidase protein family that is conserved only in, but widely within Tardigrada, making it the first tardigrade-specific anhydrobiosis-related gene that is conserved throughout the phylum, in contrast to previously identified tardigrade-specific elements that are conserved in only Eutardigrada at most. While the importance of anti-oxidative stress has been extensively discussed in anhydrobiotic animals, a novel multi-copy peroxidase family this widely conserved may indicate this gene family may be one of the central components of the anhydrobiosis machinery in tardigrades. Thus, these findings underline a fundamental basis of the cellular protection against oxidative stress during anhydrobiosis and the contribution of the Golgi apparatus.

## Materials and methods

### Tardigrade culture

In this study, we used the *Ramazzottius varieornatus* strain YOKOZUNA-1 [36]. The animals were reared in an environment established by our previous study [36] and were maintained in 90 mm petri dish plates. Approximately 600 animals were placed on 2.0% Bacto agar layered dishes and fed with *Chlorella vulgaris* Beijerinck 1890 mixed in Volvic water. The petri dish plates were lidded and placed in a dark incubator, set at 22 ˚C. The animals were transferred to new plates every 7 days.

### Quantification of movement in UVC exposed *R. varieornatus*

Approximately 100 *R. varieornatus* specimens were collected from the culture plate and placed on a single new clean agar plate. After removal of excess water, specimens were exposed to UVC using the UVC lamp of a drying rack (Asone). Removal of excess water does not induce anhydrobiosis and is required to minimize UVC absorbance by the layer of water [6]. The plates were then set for exposure to 2.5 kJ/m^2^ UVC by a UVC lamp. The average dosage per second was 0.54 mW/cm^2^s (0.0054 kJ/m^2^s) at room temperature, quantified by UV intensity meter (Fuso, YK-37UVSD), thus the exposure took 463.0 s. Water was added to the plates immediately after irradiation and ten individuals were randomly picked and placed into a single well of the 6 × 12 plate layered with 2 µL of 2% agar gel (UVC exposed sample). This UVC exposure was repeated for five times (5 biological replicates). Additionally, 50 individuals were collected from the culture and ten individuals each were placed into a single well (control samples, 5 biological replicates). The tardigrade specimens were set to incubate in a dark chamber set at 22˚C. Each well with tardigrade specimens were supplied after the first time point (T1) with *C. vulgaris* to prevent starvation. A 30 s movie was taken at 0, 1, 2, 3, 6, 9, 12, 18, 24, 36, 48, and 72 h after exposure for each individual with VHX-5000 (Keyence). An individual was classified as moving if any movement was observed within this thirty-second time frame. The quantified movement was statistically compared with a non-irradiated control group by ANOVA and Tukey HSD in R. Conditions with FDR < 0.05 were classified as significant changes.

### Transcriptome sequencing of UVC exposed *R. varieornatus* specimens

We conducted RNA-Seq on two time-courses with three biological replicates, the first 0–12 h post exposure (1, 2, 3, 4, 5, 6, 9 and 12 h), designated “Short”, and the second 0–72 h post exposure (12, 24, 36, 48 and 72 h), designated “Long”. For UVC exposure, 300 and 210 individuals were collected from culture plates (4 biological replicates) and was exposed to 452 (0.554 mW/cm^2^) and 438 s (0.57 mW/cm^2^) UVC for Short and Long time courses, respectively. Water was added immediately after UVC exposure and specimens were incubated at 22˚C until sampling. For the Long time course, the agar plates were supplied with *C. vulgaris* at the 12-h time point to prevent starvation. With each sampling, randomly chosen 30 individuals were placed in a PCR tube with minimal water and preserved at -80˚C. For controls, randomly chosen 30 individuals were collected as above without UVC exposure at time point 0 h and placed into a PCR tube (4 biological replicates).

For RNA-Seq library construction, frozen samples were first immersed in 100 µL of TRIzol reagent (ThermoFisher Scientific) and homogenized with Biomasher II (Nippi. Inc.). Additional 200 µL of TRIzol reagent was added for total RNA extraction with Direct-zol (Zymo Research). Three samples were chosen for each condition by RIN values calculated by electrophoresis by TapeStation High Sensitivity RNA tape (Agilent Technologies). Total RNA was submitted to mRNA Isolation and RNA fragmentation with NEBNext Oligo d(T)25 beads (New England BioLabs) and cDNA synthesis, adapter ligation and PCR enrichment with NEBNext Ultra RNA Library Prep Kit (New England BioLabs). RNA and cDNA concentrations were determined using Qubit RNA/DNA (ThermoFisher Scientific), and electrophoresis of the synthesized library was conducted with TapeStation D1000 tape (Agilent Technologies). After pooling all of the samples (70 ng of cDNA per sample), the library was size-selected for fragments between 300–1,000 bp with an E-Gel EX 1% (ThermoFisher Scientific) and NucleoSpin Gel and PCR Clean-up (Takara). The sequencing library was sequenced with the Illumina Next-Seq 500 instrument (Illumina) with 75 bp single end settings.

### Informatics analysis

Prior to informatics analysis, preparation of sequenced reads was conducted. After de-multiplexing sequenced raw files with bcl2fastq (Illumina), quality was checked with FastQC [59]. We then used Kallisto [60] (v0.44.0, –boot 1000, –bias) to quantify gene expression, using the *R. varieornatus* genome [11, 14]. To determine differentially expressed genes (DEGs), we mapped the RNA-Seq reads to the coding sequences with BWA MEM (v0.7.12-r1039) and conducted statistical test with DESeq2 (v1.22.2) [61, 62]. Genes with FDR below 0.05 and fold change over 2 were determined as DEGs. The expression profiles were validated using Spearman correlation in between samples and clustering. DEGs of slow-dried *R. varieornatus* anhydrobiotic samples were obtained from our previous study [11], and differentially expressed genes in both conditions were obtained. The conservation of commonly differentially expressed genes was submitted to BLASTP (v2.2.22) search against the predicted proteome sequences indicated below. Gene ontology enrichment analysis was conducted with in-house scripts based on the Gene Ontology terms associated with Swiss-Prot homologs or with GOStats based on InterProScan annotations [63].

For the identification of OG0000230 and OG0000231 orthologs, we first prepared published transcriptomes and our in-house tardigrade genome database (Arakawa, Personal communication). We obtained transcriptome assemblies of *Richtersius coronifer* Richters 1903 and *Echiniscoides sigismundi* Schultze 1865 from previous studies [15, 64, 65]. Additionally, we re-assembled each transcriptome using Bridger [66] (v2014-12–01, *R. coronifer*: SRR7340056, *E. sigismundi*: SRR7309271, default parameters). Each tardigrade genome/transcriptome was submitted to BUSCO genome completeness validation against the eukaryote lineage [67]. The gene model obtained during this assessment was used with autoAugPred.pl script in the Augustus (v3.3.3) package to predict genes in each genome [68]. The amino acid sequences of each genome were submitted to a TBLASTX or BLASTP search (v2.2.22) [69] of g12777.t1 and g241.t1 coding sequences and amino acid sequences to obtain orthologs in each species. Additionally, the g241 amino acid sequence was submitted to a Diamond BLASTP (v0.9.24.125) search against NCBI NR and NCBI Bacteria RefSeq to obtain non-tardigrade orthologs [70, 71]. Furthermore, we submitted predicted proteome sequences for each tardigrade species and additional metazoan species used in our previous study [11] to OrthoFinder (v2.3.7, –mcl-I 2.0) to validate our BLASTP search results [72]. For OG0000231 orthologs, amino acid sequences were subjected to MAFFT (v7.271, –auto) multiple sequence alignment and phylogenetic tree construction by FastTree (v2.1.8 SSE3, -b 1000, -gamma) [73, 74], which was visualized in iTOL [75]. Orthologs were also submitted to MEME analysis (v5.1.0) for a novel motif search [76]. Disordered regions in the g12777 protein were predicted with DISOPRED and IUPRED [77, 78]. G-language Genome Analysis Environment (v1.9.1) was used for data manipulation [79, 80]. Furthermore, *R. varieornatus* and *H. exemplaris* OG0000231 orthologs were submitted to constraint-based multiple alignment tool (COBALT v1.19.1) for visualization (https://www.ncbi.nlm.nih.gov/tools/cobalt/cobalt.cgi).

### Sample preparation of recombinant proteins

For biochemical and biophysical characterizations of the g12777 protein with deletions of the N-terminal signal sequence and putative intrinsically disordered region, the gene encoding residues Gly63–Leu231 were cloned into the *Nde*I and *Eco*RI sites of the pET-28b vector (Novagen—Merck Millipore). *Escherichia coli* BL21-CodonPlus (DE3) harboring the plasmids were cultured in LB medium containing 15 µg/ml kanamycin and subsequently harvested after induction with 0.5 mM isopropyl β-D-thiogalactoside for 4 h at 37 °C. The harvested cells were resuspended with buffer A [20 mM Tris–HCl (pH 8.0), 150 mM NaCl, and 1 mM EDTA] and lysed by sonication. The insoluble inclusion bodies were extensively washed with buffer A in the presence and absence of 2% Triton X-100, and then solubilized with 6 M guanidinium chloride, 50 mM Tris–HCl (pH 8.0), and 0.5 mM dithiothreitol. The solubilized proteins were refolded by dilution (0.05 mg/mL) in 50 mM Tris–HCl (pH 8.0), 400 mM L-arginine, 5 mM reduced glutathione, 0.5 mM oxidized glutathione, and 2 mM CaCl_2_ at 4 °C for 12 h. The refolded protein was concentrated and then dialyzed against 20 mM Tris–HCl (pH 8.0), 150 mM NaCl, and 2 mM CaCl_2_. Subsequently, the N-terminal His6-tag peptide was removed by thrombin digestion. The nontagged proteins were incubated at 4 °C for 30 min in the presence of 10 mM EDTA and 0.1 mM AEBSF [4-(2-Aminoethyl)benzenesulfonyl fluoride hydrochloride], and further purified with a HiLoad Superdex 75 pg (GE Healthcare) equilibrated with buffer A.

### Crystallization, X-ray data collection and structure determination

The catalytic domain of g12777 protein (10 mg/mL) was dissolved in 20 mM Tris–HCl (pH 8.0), 150 mM NaCl and 2 mM CaCl_2_. The crystals of Zn^2+^-bound g12777 protein complex were obtained in a precipitant containing 10% PEG3350, 100 mM imidazole–HCl buffer (pH 7.5), 300 mM zinc acetate, and 50 mM sodium fluoride upon incubation at 20 °C for 3 days. In contrast, the crystals of Mn^2+^-bound complex were obtained by a soaking with a buffer containing 11% PEG3350, 100 mM imidazole–HCl buffer (pH 7.5), 50 mM manganese chloride, and 50 mM sodium fluoride for 5 h using the Zn^2+^-bound crystals. The crystals were cryoprotected with the crystallization or soaking buffer supplemented with 20% glycerol. The crystals of Zn^2+^- and Mn^2+^-bound g12777 protein complexes belonged to space groups *P*1 and *P*2_1_ with two g12777 protein molecules per asymmetric unit and diffracted up to resolutions of 1.60 Å and 2.30 Å, respectively. Diffraction data were scaled and integrated using XDS (GPLv2) [81] and AIMLESS (ver. 1.12.1) [82].

The crystal structure of the catalytic domain of the g12777 protein crystallized in the presence of excess amount of Zn^2+^ ion (300 mM) was solved by the single-wavelength anomalous dispersion (SAD) method using 1.1200 Å wavelength (Aichi-SR BL2S1) with the program Autosol in the Phenix suite (ver. 1.11.1–2575) [83]. As for the Mn^2+^-bound g12777 protein complex, the crystal structure was solved by the molecular replacement method using the Zn^2+^-bound structure as a search model. The diffraction data set was collected at Osaka University using BL44XU beamline at SPring-8 (Japan). Automated model building and manual model fitting to the electron density maps were performed using ARP/wARP (ver. 8.0) [84] and COOT (ver. 0.9) [85], respectively. REFMAC5 (ver. 5.8.0258) [86] was used to refine the crystal structure, and the stereochemical quality of the final models were validated using MolProbity (ver. 4.2) [87], showing that no amino acids were located in the disallowed regions of the Ramachandran plot. The final model of the Zn^2+^-bound g12777 protein complexes had *R*_work_ of 19.2 and *R*_free_ of 24.5%, whereas that of Mn.^2+^-bound form had *R*_work_ of 26.2 and *R*_free_ of 32.5% (Supplementary Table S2). The molecular graphics were prepared using PyMOL (ver. 2.4.0a0, https://pymol.org/2/). These structures were compared with known protein structures using the DALI server [88]

### Measurement of enzymatic activity of the g12777 protein

The catalase/peroxidase activities of the g12777 protein were measured using Cayman Catalase Assay Kit (Cayman Chemical) following the manufacturer’s protocol. This assay is based on the peroxidatic reaction of H_2_O_2_ + CH_3_OH → HCHO + 2H_2_O, measured colorimetrically by employing 4-amino-3-hydrazino- 5-mercapto-1,2,4-triazole (Purpald) as the chromogen. For the enzymatic assay, 20 ng of the wild type g12777 protein catalytic domain was incubated in the presence and absence of 2 mM ZnCl_2_ and MnCl_2_ for 30 min at 25 °C. Bovine liver catalase (Sigma Aldrich) was used as a positive control. Catalase/peroxidase activity were tested with ANOVA and Tukey HSD in R.

### Isothermal titration calorimetry

Purified catalytic domain of the g12777 protein dissolved in 20 mM Bis–Tris-HCl (pH 6.5) containing 150 mM NaCl was used for isothermal titration calorimetry (ITC). In this experiment, a syringe containing 1 mM ZnCl_2_, MnCl_2_ or CaCl_2_ was titrated into a sample cell containing 0.1 mM catalytic domain of the g12777 protein using an iTC200 calorimeter (GE Healthcare).

### Expression of GFP-tagged g12777 in HEK293

For expression of GFP-fused g12777 proteins, we inserted the full coding sequence between the *Sal*I and *BamH*I restriction sites of the pAcGFP1-N1 plasmid (Takara). The total RNA was extracted from *R. varieornatus* with Direct-zol Ultra RNA (Zymo Research) and was reverse transcribed with PrimeScript Reverse Transcriptase (Takara). g12777 mRNA was selected by PCR using Tks Gflex DNA Polymerase (Takara) with the following primers:

- g12777-F: 5’-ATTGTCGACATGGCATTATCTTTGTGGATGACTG-3’,
- g12777-R: 5’-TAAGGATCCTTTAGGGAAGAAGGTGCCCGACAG-3’.

For construction of Δ62aa construct, the forward primer was changed to 5’-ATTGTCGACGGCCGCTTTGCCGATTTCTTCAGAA-3’. The corresponding g12777-D2A (D92A, D98A, D161A, D163A mutations, g12777-D2A) coding sequences were adapted for human codon usage and synthesized at Eurofin Genomics. g12777-D2A was inserted into the pAcGFP1-N1 plasmid (Takara) between and *Sal*I-*BamH*I. Constructs were transfected into HEK293 cells with the X-tremeGENE 9 reagent (Sigma-Aldrich) and submitted to selection with G418 (Sigma-Aldrich) at 400 µg/mL for more than two weeks, and further passaged at 100 µg/mL. HEK293 cell lines were cultured with MEM medium (Sigma-Aldrich) supplied with FBS (Funakoshi), NEAA (ThermoFisher Scientific) and Antibiotic–Antimycotic Mixed Stock Solution (Nacalai Tesque) and were passaged every 3–4 days with TryPLE (ThermoFisher Scientific). For microscopy observations, cells were transformed with 20 µL of CellLight Golgi RFP, BacMan 2.0 (ThermoFisher Scientific) and then fixed with 4% Paraformaldehyde in PBS (Wako) and stained with 300 nM DAPI (ThermoFisher Scientific) to visualize the nucleus and Golgi apparatus, respectively. Fluorescent signals were observed with and all-in-one fluorescence microscope SZ-5000 (KEYENCE) equipped with an advanced observation module (BZ-H3XD, KEYENCE), optical sectioning module (BZ-H3XF, KEYENCE), CFI Plan Apo λ 40 × objective (972,033, NA 0.95, KEYENCE) or CFI Plan Apo λ 100 × H objective (972,037, NA 1.45, KEYENCE) and sectioned images were analyzed with the BZ-X Analyzer software (BZ-H3A, KEYENCE). DAPI, GFP, and TRITC filters were used (OP-87762, OP-87763, OP-87764, KEYENCE).

Additionally, the localization of six high expressed OG0000231 orthologs were validated using similar methods. cDNA was obtained from *R. varieornatus* with RNeasy Mini Kit (Qiagen) and PrimeScript II 1st strand cDNA Synthesis Kit (Takara). The coding sequences of the corresponding genes were amplified by PrimeSTAR Max DNA Polymerase (Takara) using the following primers:

- g243-F: 5’-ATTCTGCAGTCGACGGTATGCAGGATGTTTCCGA-3’,
- g243-R: 5’-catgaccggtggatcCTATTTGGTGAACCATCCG-3’,
- g244-F: 5’-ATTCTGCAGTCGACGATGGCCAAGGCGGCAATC-3’,
- g244-R: 5’-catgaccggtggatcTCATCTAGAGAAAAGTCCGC-3’,
- g245-F: 5’-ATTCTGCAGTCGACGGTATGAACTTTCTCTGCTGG-3’,
- g245-R: 5’-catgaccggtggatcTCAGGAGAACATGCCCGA-3’,
- g246-F: 5’-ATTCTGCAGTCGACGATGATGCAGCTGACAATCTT-3’,
- g246-R: 5’-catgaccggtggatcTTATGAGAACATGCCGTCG-3’,
- g779-F: 5’-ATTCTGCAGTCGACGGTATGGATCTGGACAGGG-3’,
- g779-R: 5’-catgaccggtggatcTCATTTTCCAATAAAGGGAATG-3’,
- g2856-F: 5’-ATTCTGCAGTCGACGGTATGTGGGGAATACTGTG-3’,
- g2856-R: 5’-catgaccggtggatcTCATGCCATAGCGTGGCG-3’,
- g12777-F: 5’-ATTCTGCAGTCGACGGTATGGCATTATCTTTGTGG-3’,
- g12777-R: 5’-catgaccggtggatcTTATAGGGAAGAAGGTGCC-3’,

These coding sequences were inserted into the pAcGFP1-N1 plasmid by In-Fusion HD Cloning Kit. Constructs were transfected into HEK293 cells with the X-tremeGENE 9 reagent (Sigma-Aldrich) in optiMEM solution for 4 h. After incubation for 24–48 h in MEM medium, cells were co-stained with Hoechst33342 for DNA staining (ThermoFisher Scientific) and CellLight Golgi-RFP (ThermoFisher Scientific). Fluorescent signals were observed with a confocal laser scanning microscope TCS SP8 (Leica Microsystems) equipped with HC PL APO CS2 100 × H objective (11,506,372, NA 1.4, Leica Microsystems). Hoechst33342, mEGFP and CellLight Golgi-RFP signals were detected with sequential scanning on Hybrid detector (HyD), laser wavelength and filter setting were selected to 405, 474, and 551 nm, and 409–476, 484–554, and 554–622 nm, respectively. Confocal images were analyzed with ImageJ.

### Validation of cellular tolerance against oxidative stress

To evaluate cellular tolerance of g12777 transfected cells, we conducted MTT analysis of H_2_O_2_ exposed cell lines expressing only GFP, g12777, g12777-Δ62aa, and g12777-D2A (3 technical replicates). In brief, approximately 10,000 cells were plated into 96 well plates and were incubated at 37˚C 5% CO_2_ for 24 h. Cells were exposed to 0–1.0 mM H_2_O_2_ (Wako) for 30 min (3–5 replicates). The culture medium was removed to stop exposure, and 100 µL MEM medium was added to the wells and further incubated for 24 h. The culture medium was replaced with 100 µL fresh culture medium supplied with 10 µL of 5 µg/µL Thiazolyl Blue Tetrazolium Bromide (Sigma-Aldrich) and incubated for 2 h for formazan formation. The culture medium was removed, and 100 µL DMSO (Wako) was added to melt the formazan. The 96 well plate was measured with 570 nm and 670 nm using SpectraMax Plus 384 (Molecular Devices). Three technical replicates were measured. Absorbance values were calculated by Ab570 – Ab670 – Ab-BLANK. Absorbance values were statistically tested with ANOVA and Tukey HSD in the R program.

For MACS flow cytometry, cells were cultured and exposed to H_2_O_2_ similar to the MTT assay protocol. After 24-h incubation after exposure, the MEM medium (100 µL) was moved to a clean well and each well was washed with 100 µL PBS (-). All of the PBS was moved to the corresponding well. 50 µL TryPLE was added for trypsinization and incubated at 37˚C in the CO_2_ incubator for 4 min. The MEM culture and PBS mixture were moved to their original wells and mixed thoroughly to release the cells. The 96 well plate was centrifuged at 2,000 rpm (750 g) for 6 min at 4˚C, and the supernatant was removed. Each well was washed with 1 × Annexin binding buffer (ThermoFisher Scientific), and was centrifuged at 2,000 rpm (750 g) for 6 min at 4˚C. The buffer was removed, and each well was supplied with 100 µL of Annexin binding buffer supplied with 0.1 µL SYTOX™ Blue Nucleic Acid Stain (ThermoFisher Scientific) and 2 µL Annexin V Alexa Fluor 657 (ThermoFisher Scientific). The cells were resuspended with pipetting and set to stain for 10 min on ice. The MACS Quant10 instrument (Miltenyi Biotec) was set for measurement of DAPI, Alexa 657 and GFP. Three technical replicates were measured. Approximately 100–1,500 cells were measured for each cell line. The ratio of healthy cells (Anninx-V (-) SYTOX blue (-) cells) were compared with ANOVA and Tukey HSD in the R program. Adjusted *p*-values (FDR) below 0.05 were designated as significant differences.

## Supplementary Information

**Additional file 1:** **Figure S1. **Expression profiles of UVC exposed *R. varieornatus*. Gene expression profiles of *R. varieornatus *specimens exposed to 2.5kJ/m^2^ UVC shown as a heatmap. TPM values were Z-scaled to between samples. Expression and sample profiles were clustered with by Ward method based on Spearman correlation and the cluster number is indicated on the right side of the heatmap (Cluster numbers from one to eight). Samples are indicated in the following format: Short or long, time point, replicate number. **Figure S2. **Phylogenetic analysis OG0000230 orthologs within Tardigrada. Phylogenetic tree of tardigrade OG0000230 orthologs and bacterial orthologs. Amino acid sequences were aligned with Mafft, and the phylogenetic tree was constructed with FastTree with 1000 bootstraps (-boot, -gamma). CAHS genes were used as an out-group. **Figure S3. **Multiple alignment of *R. varieornatus* and *H. exemplaris* OG0000231 orthologs. The amino acid sequences of OG0000231 orthologs were submitted to multiple alignment by constraint-based multiple alignment tool from NCBI. **Figure S4. **Metal-binding property and structural detail of g12777 globular domain. [a,b] The crystal structures of catalytic domain of g12777 complexed with Mn^2+^ [a] andZn^2+^ [b]. All crystallographically observed metal ion binding sites are indicated. [c] Topology diagram of g12777 catalytic domain. [d] Close-up view of the Zn^2+^-binding site. The residues comprising binding site 1(D92, D98, D161, and D163) and the disulfide bond (C91 and C97) are indicated. [e] Conservation of residues. All OG0000231 orthologs were submitted to MEME search. [f] Conserved resides of g12777. The conserved resides are colored according to the bit scores obtained from MEME analysis. [g] Ca^2+^and Zn^2+^ ion binding affinity measured by isothermal titration calorimetry. The upper two panels indicate the raw data, while the bottom two panel represent the integrated heat values corrected for the heat of dilution and fit to a one-site binding model (solid line); red: Ca^2+^, cyan: Zn^2+^. Time is in seconds. **Figure S5. **Localization of other OG0000231 orthologs. The localization of top six highly expressed OG0000231 orthologs were validated using the same method of Figure 3a. All of these orthologs showed localization mainly to the Golgi apparatus. The images have been adjusted for visualization. **Figure S6. **Comparison of peroxidase function with Bovine liver catalase. The peroxidase function of g12777 + Mn^2+^ was compared to those of Bovine liver catalase (BLC). *p*-value < 0.001 (Welch’s t-test).

**Additional file 2:** **Table S1. **Statistics of RNA-Seq data obtained in this study. Statistics of each RNA-Seq data sequenced in this study. Mapping ratio for BWA mapping are shown. **Table S2. **Highly expressed or regulated genes in Short time-course. Genes with TPM values > 1,000 and fold change > 4 are highlighted in purple and orange, respectively. **Table S3. **Highly expressed or regulated genes in Long time-course. Genes with TPM values > 1,000 and fold change > 4 are highlighted in purple and orange, respectively. **Table S4. **Annotation of conserved genes. Details of the genes with Swiss-Prot homologs. **Table S5. **Annotation of novel genes. Details of the genes without Swiss-Prot homologs. Conservation profiles within Tardigrada based on OrthoFinder results, domains identified by InterProScan and the amino acid sequences are indicated. **Table S6. **OG0000231 and OG0000230 orthologs within Tardigrada identified by BLASTP. Coding sequences of OG0000230 and OG0000231 proteins were submitted to BLASTP search against predicted proteome sequences of indicated species in our in-house genome database and additional transcriptome assemblies. **Table S7. **OG0000231 copy numbers within Tardigrada identified by Orthofinder. Number of genes classified as OG0000231 orthologs by Orthofinder. **Table S8. **OG0000230 copy numbers within Tardigrada identified by Orthofinder. Number of genes classified as OG0000230 orthologs by Orthofinder. **Table S9. **Expression of OG0000230 orthologs. TPM values of OG0000230 orthologs in *R. varieornatus* UVC response and anhydrobiosis. **Table S10. **Expression of OG0000231 orthologs. TPM values of OG0000231 orthologs in *R. varieornatus*UVC response and anhydrobiosis. **Table S11. **Refinement of OG0000231 gene regions. Mispredicted OG0000231 orthologs in *R. varieornatus* genome. **Table S12. **HGT statistics of OG0000230 orthologs from previous studies. HGT statistics calculated in our previous study [11] for OG0000230 orthologs. **Table S13. **OG0000230 orthologs identified from NCBI nr database. List of orthologs identified by Diamond BLASTP search (E-value < 1E-5) against NCBI nr database. Tardigrade, non-tardigrade eukaryotic, and bacterial hits were each colored in gray, yellow, and green. *H. exemplaris* orthologs colored in red had gene annotations, but validation by RNA-Seq data mapping indicated that these genes may be mis-predicted. **Table S14. **OG0000230 orthologs identified from RefSeq database. List of orthologs identified by Diamond BLASTP search (E-value < 1E-5) against NCBI Bacteria RefSeq complete genome sequences. Genes before and after OG000023 orthologs are shown. **Table S15. **Gene synteny of OG0000231 and OG0000230 orthologs in *R. varieornatus. *Annotation of five genes prior and after OG0000231 orthologs in* R. varieornatus.* OG0000231 and OG0000230 orthologs are highlighted in red. **Table S16. **Data collection and refinement statistics for g12777. Crystal parameters and refinement statistics for Mn^2+^- and Zn^2+^-bound g12777 protein catalytic domain are summarized. One crystal for each structure was used for diffraction data collection. **Table S17. **Metal ion affinity of recombinant proteins. Affinity values for metal ions with g12777 proteins.

## Data Availability

The coordinates and structural factors of the crystal structure of the catalytic domain of g12777 protein complexed with Mn^2+^ or Zn^2+^ ions have been deposited in the Protein Data Bank under accession numbers 7DBT and 7DBU, respectively. The raw X-Ray diffraction data used to produce protein structures have been uploaded to XRDa under the DOI https://doi.org/10.51093/xrd-00078 and https://doi.org/10.51093/xrd-00079. The RNA-Seq data obtained were deposited to NCBI GEO under the accession ID GSE152753. The transcriptome assemblies of *Richtersius coronifer* Richters 1903 and *Echiniscoides sigismundi* Schultze 1865 from https://doi.org/10.17894/ucph.9d3a898c-37bb-4cd1-909f-e7fcb07e58d9 and their corresponding transcriptome sequencing datasets from NCBI SRA (*R. coronifer*: SRR7340056, *E. sigismundi*: SRR7309271). The RefSeq and NCBI NR entries were downloaded from NCBI FTP (ftp://ftp.ncbi.nlm.nih.gov).

## Abbreviations

FDR: False discovery rate
ROS: Reactive oxygen species
TPM: Transcript per million
UVB: Ultraviolet B
UVC: Ultraviolet C

How the deposited data were processed for this re-analysis (not part of the article)

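Whole Ramazzottius varieornatus were exposed to 2.5 kJ/m2 of UVC and sampled over a Short and a Long time course, with 3 libraries of 30 animals for each of 16 groups, 48 libraries in all. The animals were exposed for 452 s (Short) and 438 s (Long) at the intensities given in the paper, 0.554 and 0.57 mW/cm2, while the sample labels give 0.54 mW/cm2. Non-exposed animals were collected at 0 h only. Conditions and replicate numbers were taken from the sample labels, checked against the paper's methods and Table S1; the Long group at 18 h is in the labels and Table S1 and not in the time points the methods list. All 48 columns of the table were matched to a sample by name, and 0 were left over.

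The authors demultiplexed the reads, quantified them with kallisto, with bootstraps and bias correction, against their gene set of the species, and deposited TPM for 14532 transcripts in each library, without pooling replicates or filtering. The values are not whole numbers, and each library has the same sum. For their own list of DEGs the authors mapped the reads to coding sequences with BWA MEM and tested counts with DESeq2, with an FDR under 0.05 and a fold change over 2; those counts are not used here, so limma takes the place of DESeq2. TPM is relative to the total of its library, so a few transcripts that rise lower the TPM of all others, and no value in the table gives the depth. An exact 0 can be a failed estimate in a library with few molecules, so transcripts are described as listed at 0. No genome was used: the transcripts are named by their identifiers in the table, and protein names come from the Swiss-Prot matches in Tables S2 to S5, which are matches to proteins of other species.

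The depth is that of Table S1. The 27 Short libraries had 2639481 to 20936668 mapped reads (median 7286606) and the 21 Long libraries 2873873 to 18853603 (median 6706423), with 36.0% to 68.9% of the reads mapped. Table S1 gives these for the authors' mapping, and how many reads kallisto assigned is not given in the sources used here. Precision was therefore taken from the spread between libraries alone.

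Calculations used R 4.3.3 with limma 3.58.1 and Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3. log2(TPM + 1) was fitted with limma, with eBayes and a trend on mean expression, over all groups of a time course, for the 12088 transcripts with a mean TPM of at least 1 over the 48 libraries; 14358 transcripts had a value above 0 in any library. Each exposed time point was compared with the non-exposed libraries of its time course, 14 comparisons in all, with Benjamini-Hochberg adjustment within each comparison. A DEG had an adjusted p under 0.05 and an absolute log2 fold change over 1. A fit of all 16 groups gave the difference between Short and Long at 12 h, as an interaction, and the difference between the non-exposed groups. The shift between adjacent time points was the mean Spearman correlation across transcripts within the groups minus that between them, with an exact permutation test over the 10 splits of the 6 libraries. Folds in the sense of Tables S2 and S3 are the mean TPM over the non-exposed mean TPM plus 0.01.

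The genes named in the text were chosen by a rule written before the deposited values were seen, when the TPM values of Tables S2, S3 and S9 had been seen. It takes every gene the paper names by its identifier. For each protein the results name after UVC exposure it takes the transcript of Tables S2 or S3 with the largest fold or the highest TPM, as the statement requires, with a tally of the rest. It adds the photolyase and UV-damage endonuclease, the other OG0000230 orthologs of Table S9, and in each time course the 3 largest rises and 3 largest falls among DEGs whose exposed libraries all lie on the same side of the non-exposed ones. The transcripts that differ between Short and Long at 12 h were named after their values were seen.

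The alternatives were pseudocounts of 0.1 and 5, no filter, a mean TPM of at least 5 (10019 transcripts), median scaling, quantile normalization, the replicate number as a block, a fit of only the 2 groups compared, no fold change threshold, a threshold on the fold of mean TPM, robust eBayes, adjustment over all comparisons of a time course, and each library left out in turn. For the correlations they were all transcripts above 0 and Pearson correlation, and for g12777 the median of the libraries. Array weights, sums of TPM over the isoforms of a gene and, with a library left out, equal weighting of the groups in the correlations were added later. To see how often other groupings give as many calls, all 10 splits of the 6 libraries were fitted for each comparison, and 100 random groupings for counts over several comparisons, the real grouping included.

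The fits were tested on simulated data in which 200 transcripts were changed by 2 on the log2 scale among 12088. At Short 12 h 106 of the 200 were called, with 7 calls on unchanged transcripts; at Long 72 h 58, with 5; in the interaction at 12 h 43, with 4; and between the non-exposed groups 87, with 4. Changes of this size are thus missed in part. In a separate simulation, 2000 of the 12088 transcripts were changed from Short 4 h on, and the step statistic then ranked the step from 3 to 4 h 1 of the Short steps. No other step was changed there, and all groups had the same spread. In the data, the mean correlation of a library with its group was 0.905 to 0.918 at Short 3 h and 0.786 to 0.834 at Short 4 h. The simulation thus does not show how the statistic ranks steps under such a spread.

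The slow-desiccation and fast-desiccation libraries, other species, Fig. 1a, the localization and survival experiments, and Tables S10 to S17 are not analysed here. Enrichment of Gene Ontology terms was not run, since no annotation of all transcripts was used.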

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

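The sums over the isoforms of a gene, the array weights and the comparison of the 5 transcripts between the non-exposed groups and between the 12 h groups were chosen after the results were seen. Single libraries were not tested for lying apart within their group of 3. limma's array weights, estimated from the residuals of all groups of a time course, were lowest for Long 24 h replicate 1 (0.122), Short 4 h replicate 3 (0.195) and Short 5 h replicate 2 (0.238).

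5 transcripts were called different in their change at 12 h between the Short and Long time courses, the only time point sampled in both, although chance cannot be excluded for these calls. By limma with Benjamini-Hochberg adjustment the log2 fold change in Short minus that in Long was 4.98 for g11823.t1 (adjusted p = 0.0344), -4.46 for g7686.t1 (0.0344), -3.87 for g13317.t1, -7.77 for g8328.t1 and -6.09 for g10836.t2 (0.0499 each), and 872 transcripts had an unadjusted p under 0.05. The TPM of g11823.t1 was 0, 0 and 0 in Short non-exposed animals, 4.39, 5.00 and 3.49 at Short 12 h, 29.0, 5.37 and 0.722 in Long non-exposed animals and 0.511, 0 and 0 at Long 12 h. That of g7686.t1 was 2.57, 7.88 and 5.22, then 0.324, 1.19 and 1.48, then 0, 0.266 and 0.422, and then 6.15, 8.40 and 9.37 in the same groups. That of g13317.t1 was 110.3, 109.6 and 78.1, then 53.2, 61.2 and 78.5, then 5.46, 13.8 and 11.9, and then 102.5, 119.9 and 84.7. That of g8328.t1 was 246.4, 419.6 and 177, then 208, 181 and 308, then 0, 8.97 and 0, and then 189, 689.8 and 498. That of g10836.t2 was 59.4, 153 and 69.5, then 172, 180.4 and 250.5, then 0, 0 and 0, and then 88.4, 162 and 259.

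What the tables argue against is that these 5 calls stand apart from chance. Of 100 random groupings of the libraries, 13 gave as many calls, and the largest number from another grouping was 857, so chance cannot be excluded. The number of calls was 0 without any 1 of the 6 Short libraries and 0 without Long 12 h replicate 2, where between 736 and 920 transcripts had an unadjusted p under 0.05 by limma, 1 without Long 12 h replicate 3, 25 without Long 12 h replicate 1, and 9, 10 and 15 without Long non-exposed replicates 1, 2 and 3. It was 0 with the replicate block or a mean TPM of at least 5. All 5 transcripts differed more between the non-exposed groups than between the 12 h groups. They were chosen for the pattern, so this decides nothing, and an effect of exposure cannot be told apart from Long non-exposed libraries that are out of line, which had 2873873 to 3718708 mapped reads. For g10836.t2, a movement of TPM between isoforms is a candidate explanation: the sum over the isoforms of its gene changed at Long 12 h by a log2 fold change of 0.51 (adjusted p = 0.356, limma with Benjamini-Hochberg adjustment), and of the calls on transcripts of genes with several isoforms 80.9% were lost in such sums. A difference between the animals of the time courses stays open and was not tested.

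5 transcripts that Tables S2 and S3 do not list, and that the paper does not discuss, were among the largest rises. The mean TPM of g6183.t1 was 83.0 at Short 4 h (libraries 61.0, 26.4 and 162) and it was listed at 0 in all 3 Short non-exposed libraries. For g10432.t2 the mean was 45.1 at Short 4 h (23.9, 38.5 and 72.9) and for g730.t1 44.3 at Short 9 h (23.3, 69.3 and 40.4), both also listed at 0 in the 3 Short non-exposed libraries. At Long 12 h g8328.t1 had a mean of 459 TPM and g10836.t2 of 169.5 TPM, with their libraries as given above. The non-exposed libraries of the other time course listed g6183.t1 at 0, 0 and 115 TPM, g10432.t2 at 0, 81.0 and 65.4 TPM and g730.t1 at 0, 0 and 2.60 TPM, so that 4 of the 5 transcripts had values well above 0 in some non-exposed animals. For g10432.t2, summing the 3 isoforms of its gene left a log2 fold change of 0.92 (adjusted p = 0.0564, limma with Benjamini-Hochberg adjustment), so that TPM moving between isoforms is a candidate explanation, as for g10836.t2. For g6183.t1, g730.t1 and g8328.t1, whose genes have 1 transcript, isoforms are excluded. A failed estimate in the non-exposed libraries stays open for them, since abundant transcripts were listed at 0 in other libraries too, and a response to UVC exposure stays open as well.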

How the results depend on the processing

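The array weights, the gene sums (TPM added up over the isoforms of a gene) and the equal weighting of groups in the steps with a library left out were chosen after the data were seen, and the other alternatives before. The 25 comparisons of named transcripts below kept the sign of their log2 fold change in every alternative that was run. Which direction had more DEGs did not. More were higher than lower at Short 1, 3 and 5 h with median scaling (105 and 25, 73 and 32, 191 and 179), at Short 1 and 3 h with quantile normalization (23 and 13, 58 and 39), at Short 3 h (1 and 0) and Long 48 h (221 and 162) with only the 2 groups in the fit, and at Short 4 h with array weights (78 and 49), where more were lower as reported. The number of DEGs in either time course, higher than in non-exposed animals, stayed within 1.5 times its value in every alternative. Robust eBayes, no fold change threshold, the threshold on the fold of mean TPM, Pearson correlation and the median of 3 libraries moved none of the totals, ranks or values they were run on by as much as that, but with no fold change threshold the number higher was 44 at Short 1 h, against 27, and 36 transcripts were counted in both directions, against 21. For the results below that did change, the cause was not tested, except where the alternative itself leaves out libraries or transcripts.

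With only the 2 groups compared in the fit the number of DEGs was 0 at Short 1, 4 and 5 h and at Long 12, 18 and 24 h, 1 at Short 2 and 3 h, 19 at Short 6 h, 2.4e+02 (rounded) at Short 9 h, 175 at Short 12 h, 383 at Long 48 h and 759 at Long 72 h. It was 322 in the Short and 980 in the Long time course and 1266 in either, with 643 lower and 4 transcripts counted in both directions. Of the 141 transcripts 39 were called higher, and of the pairs in Table S2 226 and in Table S3 177. By limma, between 581 and 2408 transcripts had an unadjusted p under 0.05 where the number of DEGs was 0. The lowest, 581 at Long 24 h, is no more than the share of 0.05 expected among 12088 transcripts without any change.

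With adjustment over all comparisons of the time course the number was 147 at Short 3 h, 184 at Long 12 h, 187 at Long 18 h, 141 at Long 24 h and 715 at Long 72 h. Quantile normalization gave 36 at Short 1 h, 151 at Long 12 h, 181 at Long 18 h and 46 at Long 24 h. Median scaling gave 854 at Long 72 h and 977 lower in either time course. At Long 24 h the number was 47 with a pseudocount of 0.1 and 11 with gene sums. With array weights it was 330 at Short 1 h, 180 at Short 2 h, 228 at Short 3 h, 127 at Short 4 h, 198 at Short 5 h, 602 at Short 9 h, 647 at Short 12 h, 12 at Long 12 h, 158 at Long 18 h and 38 at Long 24 h, with 3 interaction calls at 12 h and 50 calls between the non-exposed groups. The interaction calls at 12 h were 1 with a pseudocount of 5, 2 with no filter and 0 with a mean TPM of at least 5, where 737 transcripts had an unadjusted p under 0.05 by limma. Over all transcripts above 0, the drop from 3 to 4 h ranked 1.

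Replicates with the same number do not deviate together: the correlation of their deviations from the group means across transcripts averaged 0.00088 over 108 pairs of same-numbered libraries from different Short groups (-0.15 to 0.128) and -0.0112 over 63 such pairs in Long (-0.159 to 0.112). With the replicate number as a block the number of DEGs was 9 at Long 24 h and the interaction calls were 0, with 896 transcripts at an unadjusted p under 0.05 by limma. g2856.t1 at Long 48 h then passed the threshold. The block changed no other count by over 1.5 times and no other named call.

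With each library left out in turn, the number of DEGs was 23 to 194 at Short 1 h, 39 to 75 at Short 2 h, 39 to 99 at Short 3 h, 132 to 516 at Short 4 h, 240 to 443 at Short 5 h, 179 to 261 at Short 6 h, 212 to 330 at Short 9 h and 195 to 301 at Short 12 h. Over the Long time points it was 19 to 134 at 12 h, 17 to 111 at 18 h, 16 to 83 at 24 h, 25 to 150 at 36 h, 176 to 849 at 48 h and 403 to 1102 at 72 h. In either time course the total was 1633 to 2999, with 620 to 1112 higher and 1018 to 1928 lower, and 53 to 88 of the 141 transcripts were called higher. The interaction calls were 0 to 25, the calls between the non-exposed groups 78 to 255 and the correlation of the 12 h log2 fold changes 0.206 to 0.289. g12777 had a lowest Short mean of 183 to 226.1 TPM, a highest Short mean of 396 to 443, a lowest Long mean of 55.0 to 91.4 and a highest Long mean of 295 to 369.

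Leaving out 1 library also changed which direction had more DEGs. At Short 1 h 14 were higher and 13 lower without non-exposed replicate 1. At Short 3 h 42 were higher and 33 lower without non-exposed replicate 1, 51 and 48 without non-exposed replicate 3, and 24 and 15 without 3 h replicate 1. At Short 4 h 106 were higher and 80 lower without non-exposed replicate 1, 72 and 60 without non-exposed replicate 3, and 108 and 70 without 4 h replicate 3. At Short 6 h 123 were higher and 138 lower without 6 h replicate 2, and at Long 12 h 24 and 28 without 12 h replicate 1.

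Leaving 1 library out also leaves 2 in its group, which lowers the power, so a lower count does not by itself single out that library. Libraries that moved a number of DEGs by over 1.5 times when left out were as follows. The total of the Short time course, 950, was 625 and 600 without non-exposed replicates 1 and 2. That of the Long time course, 1498, was 783 and 874 without 72 h replicates 1 and 2, 902 without non-exposed replicate 2 and 2325 without 24 h replicate 1, and the number lower in either time course, 1560, was 1018 without Long 72 h replicate 1. The transcripts counted in both directions, 21, were 13 and 12 without Long non-exposed replicates 1 and 2, 41 without Long 24 h replicate 1, 9 and 10 without Long 72 h replicates 1 and 2, and 43 without Short 4 h replicate 2. At Short 1 h the count was 27 without non-exposed replicate 1, 30 without non-exposed replicate 2, and 23, 27 and 81 without 1 h replicates 1, 2 and 3. Without non-exposed replicate 2 it was 44 at 2 h, 44 at 3 h and 2.4e+02 (rounded) at 9 h. It was 39 and 42 without 2 h replicates 1 and 3, 39 and 46 without 3 h replicates 1 and 3, 516 without 4 h replicate 2, 179 without 6 h replicate 1, 212, 215 and 217 without 9 h replicates 1, 2 and 3, and 208 and 195 without 12 h replicates 1 and 3. Without non-exposed replicate 3 it was 132 at 4 h and 2.4e+02 (rounded) at 5 h, and without non-exposed replicate 1 240 at 5 h. In the Long time course, without non-exposed replicate 2 the count was 41 at 24 h, 60 at 36 h, 293 at 48 h and 766 at 72 h; without non-exposed replicate 1 it was 54 at 12 h, and without non-exposed replicate 3 80 at 24 h. It was 52, 19 and 20 without 12 h replicates 1, 2 and 3, 36, 17 and 20 without 18 h replicates 1, 2 and 3, 83 and 39 without 24 h replicates 1 and 2, and 35, 25 and 62 without 36 h replicates 1, 2 and 3. Without 48 h replicates 1 and 2 it was 176 and 224 at 48 h, and without 72 h replicates 1 and 2 403 and 602 at 72 h. The calls between the non-exposed groups were 103 without Long replicate 2, and 121 and 78 without Short replicates 1 and 3.

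The steps between adjacent time points also depended on single libraries. Left out in turn, the drop from 3 to 4 h was 0.00553 to 0.0250 and ranked 1 to 5, and that from 24 to 36 h was 0.0219 to 0.0298 and ranked 1 to 2. These values weigh both groups equally in the mean within groups. That weighting was adopted after values weighted by the number of pairs had been seen, which change sign when a library is left out: by pairs the drops were -0.0119 to 0.0577 and -0.0086 to 0.0688, and ranked 1 to 8 and 1 to 6. The lowest ranks by pairs came without any 1 of the 3 h libraries and without any 1 of the 36 h libraries, and without replicates 1, 2 and 3 these drops were -0.0101, -0.0119 and -0.00577 for the 3 to 4 h step and -0.00325, -0.0086 and 0.00141 for the 24 to 36 h step. With all libraries both weightings give the same value. In the Ward clustering with 6 clusters, 10 of the 12 Short libraries up to 3 h were apart from all others. Over all transcripts above 0, all 12 were then in a cluster with 13 later Short and 7 Long libraries. There, 9 were apart with 7 or 8 clusters. By Pearson correlation with 6 clusters, all 12 of these Short libraries were in a cluster with 1 later Short library. With 1 library left out, the cluster with most of them held no other library in 35 of 48 cases. The cluster of the 9 Long libraries from 36 to 72 h was the same in both of those alternatives with 4 to 8 clusters, and with 4 clusters and 1 library left out it held all that remained and no other in 44 of 48 cases. Of the smaller steps, also with both groups weighted equally, the drop was on either side of 0 when a library was left out from 2 to 3 h (-0.00562 to 0.00415) in Short and from 12 to 18 h (-0.0103 to 0.0103), 36 to 48 h (-0.00031 to 0.0256) and 48 to 72 h (-0.00137 to 0.0114) in Long; that from 2 to 3 h was -5.9e-05 with all libraries, 6.2e-05 over all transcripts above 0 and 0.00029 by Pearson correlation. With equal weights the 3 to 4 h step ranked 1 without Short non-exposed replicate 1, 1 h replicate 2, 3 h replicate 3 or 4 h replicate 2, 3 without 3 h replicate 2, 6 h replicate 2, 9 h replicate 3 or 12 h replicate 2, and 5 without 4 h replicate 3.

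Of the named transcripts, each at the time point where the text tests it, 25 comparisons were repeated under each alternative. Pseudocount 5, no filter, a mean TPM of at least 5 and median scaling left all 25 on their side of the threshold. 7 were lost with only the 2 groups in the fit, 3 with quantile normalization and 1 with a pseudocount of 0.1. With each library left out, 134 stayed, 15 were lost and 1 was gained. Array weights gained 3, gene sums 1 and the block 1.

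What depth limits could not be tested directly, since TPM keeps no counts. The Long non-exposed libraries have 2873873 to 3718708 mapped reads by Table S1, and every Long comparison shares them.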

Differences from the paper's values

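The paper gives 1314 DEGs higher than in non-exposed animals, and limma on TPM gave 746. Of the alternatives set before the data were examined, the difference is within 1.5 times with median scaling (887), quantile normalization (904), no fold change threshold (891) and without Long 24 h replicate 1 (1112). It is not with pseudocounts of 0.1 (755) and 5 (747), no filter (783), a mean TPM of at least 5 (746), the replicate block (700), only the 2 groups in the fit (627), the fold of mean TPM (741), robust eBayes (740), adjustment over all comparisons (705) or any other library left out (620 to 873). Array weights, chosen after seeing the values, gave 1016, and call 86 of the paper's 141 transcripts of Tables S4 and S5.

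The paper's 141 transcripts are all higher after UVC exposure in its test, and 60 were by limma over all transcripts tested. No alternative set before the data were examined comes within 1.5 times: pseudocounts of 0.1 and 5 gave 58 and 66, no filter 59, a mean TPM of at least 5 64, median scaling 65, quantile normalization 68, the block 66, only the 2 groups 39, no fold change threshold 60, the fold of mean TPM 59, and each library left out 53 to 88. Adjusted over the list alone, 92 were called, and 110 with a pseudocount of 5 or median scaling.

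All 1066 pairs of Table S2 are DEGs in the paper, and 695 were by limma; a mean TPM of at least 5 (729) is within 1.5 times. The pseudocounts (690 and 690), no filter (677), median scaling (702), quantile normalization (710), only the 2 groups (226), no fold change threshold (699) and the fold of mean TPM (699) are not. All 1175 pairs of Table S3 are DEGs in the paper, and 395 were by limma. The alternatives gave 398 and 425 with pseudocounts of 0.1 and 5, 366 with no filter, 435 with a mean TPM of at least 5, 477 with median scaling, 510 with quantile normalization, 177 with only the 2 groups, 399 with no fold change threshold and 399 with the fold of mean TPM, and none is within 1.5 times. All 1066 and all 1175 pairs had a log2 fold change above 0. The total of 2285 against the paper's 3324, the 1560 lower against the paper's 2110, and the range of g12777 differ from the paper's by less than 1.5 times.

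Fig. 1b colours g241 as increased at early Short time points and at 36, 48 and 72 h, and the Long time points are DEGs here too. By limma no Short time point passed, the nearest being 1 h (log2 fold change 1.31, adjusted p = 0.120, Benjamini-Hochberg adjustment); array weights, chosen after seeing the values, call 1 h. Fig. 1b colours g2856 as decreased at some Short time points and increased at 48 and 72 h. The Short falls passed at 4, 6, 9 and 12 h, and the Long rises did not (log2 fold change 1.19 at 48 h, adjusted p = 0.0739, and 1.08 at 72 h, adjusted p = 0.0764, limma with Benjamini-Hochberg adjustment). The replicate block (adjusted p = 0.0273) and array weights (0.0413) call 48 h. The paper states that the profiles shifted between 3 and 4 h and between 24 and 36 h; the drop in correlation was largest at 24 to 36 h among Long steps, and at 3 to 4 h it ranked 2 among Short steps. It ranked 1 with all transcripts above 0. The paper clustered by the Ward method on Spearman correlation with Z-scaled TPM, and the clustering here left out the Z-scaling. Ward clustering of the libraries here agrees on the Long step with 4 to 8 clusters, where all 9 libraries from 36 to 72 h are a cluster of their own. It agrees on the Short step in part: with 6 to 8 clusters, 10 of the 12 libraries up to 3 h are a cluster of their own, and with 2 to 5 they are not apart from the later ones. The results name XRCC4, and Tables S2 and S3 list XRCC5 and XRCC6, of which XRCC5 was a DEG at Short 12 h. The NAS-13 transcript with the largest fold (g11190), the GST isoform g4016.t2 and the SAHS transcript with the highest TPM (g1675) were not DEGs at the time point listed, while BCS1 was at all 9 listed. Gene sums and array weights, chosen after seeing the values, call g4016.t2 and g1675 respectively, and leaving out Long non-exposed replicate 1 calls g4016.t2.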

Other observations

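Chosen after the results were seen were the tests of fewer mapped reads and of the other 24 h libraries for Long 24 h replicate 1, of the scaling and of time in culture for the fall at Long 48 and 72 h, of the batch for the non-exposed groups, the gene sums and the array weights, and the shares at 0 expected from even sampling. The tests of the remaining patterns were written down first.

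In Long 24 h replicate 1, 792 of the 7238 abundant transcripts (mean TPM of at least 20) were listed at 0, against 29 and 30 in the other 24 h libraries. A response of the animals at 24 h is argued against by those 2 libraries, with at most 30. A lower number of mapped reads is argued against for this library, as far as the depth of Table S1 goes (5949062 mapped reads). The 13 libraries with fewer mapped reads had between 18 and 297 abundant transcripts at 0 (median 95), against 792 here. Few RNA molecules in the library is left open. Of transcripts with a mean TPM of 20 to 50, 15.8% were at 0 there, and of those of 50 to 100, 100 to 200 and at least 200, 8.88%, 6.03% and 3.01%. Even sampling of few molecules, set to give the first share from the mean TPM of the other 2 Long 24 h libraries, would give 2.97%, 0.741% and 0.0418% for the other 3, so the shares fall more slowly than even sampling alone makes them. Uneven losses between transcripts can slow the fall, and the table does not tell the 2 apart. A degraded or partly failed preparation was not tested.

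More transcripts were lower than higher at Long 48 and 72 h. At 48 h, where 450 were lower and 169 higher, this depended on the processing: 218 were lower and 216 higher with median scaling, 295 and 247 with quantile normalization, and 162 lower and 221 higher with only the 2 groups in the fit. At 72 h that fit gave 488 lower and 271 higher. The size of the excess at Long 72 h depended on the scaling of the libraries. With median scaling 464 were lower and 390 higher, and with quantile normalization 536 and 365, against 1031 and 256 as deposited. Median scaling shifts all transcripts of a library alike, and moved the median log2 fold change at Long 72 h from -0.14 to 0.11. It thus cannot tell an error of scale from a real fall of many transcripts, and scaling stays open. Long non-exposed libraries out of line stay open too. Of the 1031 lower at 72 h, 42.0% also lay more than 1 (log2) below the Short non-exposed libraries, against 13.4% of all transcripts, which is between the values that would decide it. Time in culture and feeding at 12 h cannot be told apart from exposure, since 0 non-exposed libraries were sampled after 0 h.

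Of 110 calls on transcripts of the 551 genes with several isoforms, 80.9% were not past the threshold in the same direction after the isoforms were added up. Movement of TPM between isoforms of a gene is a candidate explanation for these calls. A call can also be lost in the sum because a more abundant isoform did not change, which was not tested, nor was whether the animals change isoform use or the quantification divides reads unevenly.

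Between the Long and Short non-exposed groups, limma called 209 transcripts, 92 higher and 117 lower in Long. The split depended on the processing and was 46 higher and 177 lower with median scaling, 79 and 164 with quantile normalization and 130 and 113 with a pseudocount of 5. Of the 10 splits of those libraries 1, the real one, gave as many calls, and the largest number from another split was 29; 10 splits by themselves cannot exclude chance. Without Short replicate 3 the number was 78. Batch of the time course and the animals cannot be told apart.

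At 12 h the log2 fold changes in Short and Long, with separate controls, correlated across transcripts at 0.277 (Pearson) and 0.303 (Spearman); transcripts are not independent replicates. Of 199 transcripts called at Short 12 h in the fit of all 48 libraries, 189 changed in the same direction at Long 12 h and 49 were also called. With quantile normalization 251 were called at Short 12 h, and 77 of those were also called at Long 12 h. With array weights these numbers were 649 and 34. Without Short 12 h replicates 1 and 3 the number called at Short 12 h was 119 and 106, and without replicate 3 32 of those were also called at Long 12 h. The hypothesis that the response at Long 36, 48 and 72 h continues the Short response was not decided. Of these 3 time points the largest Pearson correlation with Short 12 h was 0.277 at 48 h, as at Long 12 h, while the Spearman correlation was 0.258 at 48 h against 0.303 at Long 12 h. Of the 6 Long time points the highest were at 18 h (Pearson 0.329, Spearman 0.355) and the lowest at 24 h (0.186 and 0.187).

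Whether other groupings give as many DEGs was tested for each count. At each of Short 1, 2, 3, 4, 5, 6, 9 and 12 h and Long 12, 18, 36, 48 and 72 h, 1 of the 10 splits of the 6 libraries, the real one, gave as many. The largest number from another split was 1 at Short 1, 2, 3, 9 and 12 h and Long 36 and 48 h, 2 at Short 6 h, 5 at Long 18 h, 7 at Long 72 h, 16 at Long 12 h, 21 at Short 4 h and 42 at Short 5 h. At Long 24 h 4 of the 10 gave as many, with at most 110. However far apart the numbers lie, 10 splits cannot give a share under 0.05, so that this test by itself does not exclude chance at a single time point. Over the time courses, 2 of 100 random groupings gave as many DEGs in Short, 1 of 100 in Long and 1 of 100 in either, the real grouping included. These groupings shuffled the libraries of all groups of a time course at once. They argue against groups that do not differ at all, and do not test exposed against non-exposed animals. The largest number from another grouping was 1271 in Short, more than the 950 of the real one, 1171 in Long and 1273 in either. For the 141 transcripts and for the pairs of Table S2 and of Table S3 it was 1 of 100 each, which decides nothing, since the paper chose them as higher in these same libraries.

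The photolyase (g7472.t1) was higher at all 7 time points at which Tables S2 and S3 list it. At Short 6 h it had 99.3 ± 10.6 TPM against 27.8 ± 7.90 TPM in non-exposed animals (SD, n = 3 each; log2 fold change 1.83, SE 0.234, adjusted p = 7.92e-05, limma with Benjamini-Hochberg adjustment); with only the groups compared in the fit the adjusted p was 0.0630. The UV-damage endonuclease (g12984.t1) had 92.7 ± 4.47 TPM at Long 18 h against 40.9 ± 22.7 TPM, which did not pass (log2 fold change 1.36, SE 0.431, adjusted p = 0.154, limma with Benjamini-Hochberg adjustment).

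Among the largest changes, g2936.t1 was listed at 0 in the 3 Long non-exposed libraries and had 167, 136 and 82.8 TPM at Long 72 h, and Short non-exposed libraries held 2.61, 37.1 and 32.2 TPM. The transcript g13579.t1 had 78.7, 210 and 203 TPM in Short and 128, 239 and 130 TPM in Long non-exposed libraries, and was listed at 0 in all 3 libraries at Short 5 h and at Long 12 h. At Short 4 h g6283.t1 was listed at 0 in all 3 libraries, against 81.2, 131 and 71.8 TPM in Short and 19.8, 0 and 0 TPM in Long non-exposed libraries. At Short 5 h g8547.t1 had 1.64, 0 and 0 TPM against 95.4, 118 and 89.0 TPM in Short and 0, 0 and 57.7 TPM in Long non-exposed libraries. Zeros of these 2 transcripts thus also occur without exposure. At Long 12 h g2106.t1 was listed at 0 in all 3 libraries against 99.4, 17.7 and 106 TPM in Long and 33.8, 32.3 and 16.7 TPM in Short non-exposed libraries. The isoform g9229.t2 was listed at 0 in all 3 libraries at Long 48 h against 83.6, 52.5 and 124 TPM in Long and 58.9, 0 and 20.9 TPM in Short non-exposed libraries, and the sum over the isoforms of its gene did not pass (log2 fold change -1.21, adjusted p = 0.480, limma with Benjamini-Hochberg adjustment).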
